# Transcriptional profile of maize roots under acid soil growth

**DOI:** 10.1186/1471-2229-10-196

**Published:** 2010-09-09

**Authors:** Lucia Mattiello, Matias Kirst, Felipe R da Silva, Renato A Jorge, Marcelo Menossi

## Abstract

**Background:**

Aluminum (Al) toxicity is one of the most important yield-limiting factors of many crops worldwide. The primary symptom of Al toxicity syndrome is the inhibition of root growth leading to poor water and nutrient absorption. Al tolerance has been extensively studied using hydroponic experiments. However, unlike soil conditions, this method does not address all of the components that are necessary for proper root growth and development. In the present study, we grew two maize genotypes with contrasting tolerance to Al in soil containing toxic levels of Al and then compared their transcriptomic responses.

**Results:**

When grown in acid soil containing toxic levels of Al, the Al-sensitive genotype (S1587-17) showed greater root growth inhibition, more Al accumulation and more callose deposition in root tips than did the tolerant genotype (Cat100-6). Transcriptome profiling showed a higher number of genes differentially expressed in S1587-17 grown in acid soil, probably due to secondary effects of Al toxicity. Genes involved in the biosynthesis of organic acids, which are frequently associated with an Al tolerance response, were not differentially regulated in both genotypes after acid soil exposure. However, genes related to the biosynthesis of auxin, ethylene and lignin were up-regulated in the Al-sensitive genotype, indicating that these pathways might be associated with root growth inhibition. By comparing the two maize lines, we were able to discover genes up-regulated only in the Al-tolerant line that also presented higher absolute levels than those observed in the Al-sensitive line. These genes encoded a lipase hydrolase, a retinol dehydrogenase, a glycine-rich protein, a member of the WRKY transcriptional family and two unknown proteins.

**Conclusions:**

This work provides the first characterization of the physiological and transcriptional responses of maize roots when grown in acid soil containing toxic levels of Al. The transcriptome profiles highlighted several pathways that are related to Al toxicity and tolerance during growth in acid soil. We found several genes that were not found in previous studies using hydroponic experiments, increasing our understanding of plant responses to acid soil. The use of two germplasms with markedly different Al tolerances allowed the identification of genes that are a valuable tool for assessing the mechanisms of Al tolerance in maize in acid soil.

## Background

Acid soils are the most important cause of low yield for many crops [1]. About 30% of the world's soils are acidic, and 60% of them are in tropical and subtropical areas associated with long periods of hot and moist weather [1]. Soil acidification is an increasing problem in the United States and Europe because of acid rain, removal of natural plant coverage from large production areas and the use of ammonium-based fertilizers [2]. One of the major problems caused by soil acidification is aluminum (Al) phytotoxicity. Al is the principal component of mineral soils and is present in a wide range of primary and secondary minerals [3]. In soils with pH above 5, Al is precipitated predominately in gibsit form (Al(OH)_3_) and has no phytotoxic effect. At lower pH, Al(OH)_3 _is solubilized and Al is released.

The most evident symptom of Al toxicity is the inhibition of root growth. In maize root tips, Al induces a rapid change in cell number and positioning [4], and recent evidence suggests that DNA damage and interference with cell-cycle progression and cell differentiation are the primary causes of root growth inhibition due to Al toxicity [5]. Other reported effects of Al exposure are the disruption of Ca^2+ ^homeostasis [6,7], increased ACC oxidase activity with a consequent increase in ethylene production [8], Al binding to cell wall polysaccharides [9,10] and reduced membrane fluidity [11].

To cope with Al stress, plants activate exclusion and tolerance mechanisms [1]. Exclusion mechanisms take place outside the roots and prevent the entry of Al into the cell. These mechanisms include cell wall Al immobilization, increased selective permeability of the plasma membrane, rhizosphere pH barrier formation and quelling by exudates such as organic acids and phenolic compounds [1,12-15]. Tolerance mechanisms are active after Al enters the cell - Al ions can be quelled in the cytosol, compartmentalized inside the vacuole or proteins that bind directly to Al may become highly expressed [12,16,17].

Among all of the proposed mechanisms, organic acid release is the most well-characterized resistance strategy used by plants. Since the first report demonstrating Al-induced malate secretion in wheat [18], several research groups have observed that organic acid exudation is higher in tolerant than sensitive genotypes in species such as snap beans [19], wheat [20] and maize [21-24]. However, in maize and wheat, organic acid release does not correlate with resistance in all genotypes, indicating that other mechanisms, such as active Al exclusion, may also play a relevant role [25-27]. Similarly, Maron et al. [28] and Kumari et al. [29] recently demonstrated that tolerance in maize and Arabidopsis is not associated with increased expression of genes encoding enzymes responsible for organic acid biosynthesis, but rather with differential expression of their transporters.

The identification of genes related to Al tolerance has indicated that a plethora of biological functions are influenced by this ion. With the advent of cDNA arrays, the evaluation of global gene expression changes in response to Al stress allowed the identification of a broader number of genes that are modulated by this ion [28-34]. Guo and colleagues [34] used isogenic lines of wheat with differential tolerance to Al and identified 28 differentially expressed genes, including malate transporters, a β-glucosidase, lectin and a histidine kinase. Kumari et al. [29] reported that exposure to Al induces several ribosomal protein genes, peptidases and phosphatases. Maron et al. [28] compared gene expression in two maize genotypes with contrasting Al tolerance and found that several genes involved in processes such as cell wall remodeling, response to oxidative stress and Pi starvation were differentially regulated.

While the identification of genes related to Al stress has led to a greater understanding of plant responses to this ion, these studies have been conducted mostly using hydroponic culture. This growth condition may not adequately mimic the soil environment with respect to rhizosphere development [35,36], which involves a complex mixture of microorganisms, border cells and mucilage [36]. Several other studies have addressed the role of mucilage in the detection and avoidance of Al toxicity. Horst et al. [37] demonstrated that 50% of all Al in root apexes of *Vigna unguiculata *is sequestered by the mucilage layer, and its removal increases root sensitivity to Al [37]. Similarly, Archambauldt et al. [38] found that mucilage production by sensitive varieties of wheat was inhibited more rapidly than that by tolerant varieties when exposed to phytotoxic levels of Al [38]. Similarly, Miyasaka and Hawes [36] found evidence that in snap beans, border cells are involved in detecting and avoiding Al toxicity. By contrast, Li et al. [39] observed that root growth inhibition in maize was not affected by the removal of root mucilage. These findings indicate that different species, or even different varieties of the same species, can present distinct resistance and/or tolerance mechanisms. Therefore, evaluating Al tolerance in conditions that are similar to those in the field may provide a better understanding of the mechanisms required to avoid Al toxicity.

Here we present an analysis of transcriptome changes in two maize varieties with contrasting levels of Al tolerance, using acid soil as the growth substrate. Our analysis identified genes in several metabolic pathways whose expression was modified when plants were growth in acid soil. While we found some Al-responsive genes previously identified in studies carried out in hydroponic growth conditions, growth in acid soil clearly also triggered a new suite of physiological and transcriptional responses not previously reported. Taken together, our results offer a more complete picture of the transcriptomic changes imposed by acid soils, and they may lead to the discovery of novel genes involved in Al tolerance.

## Results

### Physiology of maize seedlings grown in acid soil

Most recent studies aiming to characterize plant transcriptomic or proteomic responses to Al exposure have used hydroponic culture [28,29,40]. In the present study, soil was used as the substrate to better mimic field conditions and to allow the maintenance of all root apex components and root architecture. Plants were grown in Dark Red Latossol (pH 4.1) with an Al content of 10 mmol_c_/dm^3^. As a control, the same soil was used, but with pH corrected to 5.5 (see Methods section). Two lines used in previous studies that evaluated Al tolerance in hydroponic growth conditions were characterized: Cat100-6 (Al-tolerant) and S1587-17 (Al-sensitive) [25,28,33,41-44]. S1587-17 is a somaclonal variant regenerated from a callus culture of Cat100-6 [42]. Relative root growth (RRG) was measured after one and three days of growth in soil. The Al-sensitive plants were severely affected by acid soil at both time points, while the Al-tolerant plants were affected only after three days and to a significantly lower extent (Figure 1; see also Additional file 1: Figure S1). Both maize genotypes had higher levels of callose when grown in acid soil, a response typically correlated with Al stress [45-47]. However, the increase in callose content was significantly higher in the Al-sensitive line (Figure 2). To investigate whether the root inhibition and callose accumulation were due to Al phytotoxicity associated with acid soil, the Al absorbed by root tips was quantified after one and three days of soil exposure. Figure 3 demonstrates that the sensitive line S1587-17 had significantly higher amounts of Al than the Al-tolerant variety. These results indicate that these maize varieties have different physiological responses to acid soil and that these responses are most likely due to the presence of Al. Nevertheless, we cannot exclude the possibility that pH also contributes to plant responses during acid soil exposure.

**Figure 1:**
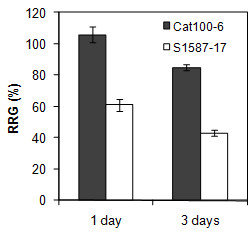
**Effect of acid soil saturated with Al^3+ ^on maize root growth**. Plants were grown in acid (pH 4.2) or control (pH 5.5) soil for one or three days. The growth is relative to the control soil (pH 5.5). Vertical error bars represent mean ± SE (n = 20). The difference between the two lines in each treatment was significant at *p *< 0.05.

**Figure 2:**
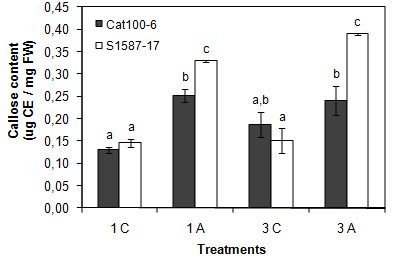
**Acid soil-induced callose deposition in root tips**. Each bar represents the callose content of root apexes grown on acid soil or control soil. C: control soil; A: acid soil; one or three days of treatment. Each quantification refers to the mean ± SD (n = 20). The experiment was done in duplicate. Means with different letters are significantly different (*p *< 0.05) from each other.

**Figure 3:**
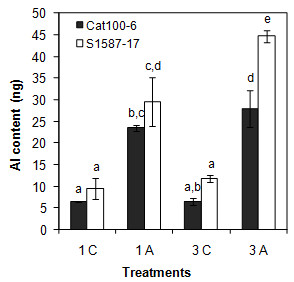
**Al^3+ ^quantification in soil grown maize seedlings**. The experiment was done using the first 5 mm of 10 root tips. C: control soil; A: acid soil; one or three days of treatment. Bars refer to the mean ± SD of the Al content of 10 root tips (n = 2). The means with different letters are significantly different (p < 0.05) from each other.

### Gene Expression Profiling

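Roots of the Al-tolerant line Cat100-6 and the Al-sensitive line S1587-17 were profiled on the Affymetrix Maize Genome Array after 1 and 3 days in control soil (pH 5.5, no free Al detected) or in acid soil (pH 4.1, 10 mmolc/dm3 Al). Each of the 8 groups of line, soil and day holds 3 arrays, which the paper calls independent replicates, 24 in all. The deposited values are the authors' log2 RMA signals, so a difference of 1 is a 2-fold change. All 17621 maize and reporter probe sets were compared here, and the 113 array control probe sets were left out. A linear model with 1 mean per group was fitted in limma, with its moderated t statistic. A probe set is called when its Benjamini-Hochberg adjusted p is under 0.1 and its log2 difference is above 1 in size, the limits of the paper's Methods. Values are log2 differences, acid minus control soil or Cat100-6 minus S1587-17, plus or minus the standard error, with 3 arrays on each side. An interaction is the soil difference of S1587-17 minus that of Cat100-6 on the same day. An adjusted p after an effect is limma's. A gene list is compared with all other probe sets by the camera test of limma, and a second p is given in which the correlation among members is estimated from the arrays. Gene names are those printed in the paper and its tables or the symbols given for the probe sets.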

The Affymetrix GeneChip^® ^Maize Genome Array was used to evaluate the transcriptional response of the two contrasting maize genotypes to growth in acid soil. 

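Line was the largest source of variance among the 24 arrays, though the paper describes S1587-17 as a somaclonal variant derived from Cat100-6 callus. The first principal component of the 17621 probe sets carries 53.1% of the variance and sets the arrays of Cat100-6 (scores -52.9 to -29.2) apart from those of S1587-17 (21.7 to 56.7). Averaged over both soils and days, 524 probe sets were called higher in Cat100-6 and 654 lower. The histone H1 gene his1 (Zm.6393.2.S1_x_at, shared probes) was 6.97 ± 0.15 higher in Cat100-6 (adjusted p = 8.7e-19, every Cat100-6 array above every S1587-17 array in acid soil). The probe sets of the pyruvate decarboxylase gene pdc2, of ethanol fermentation, disagree: 2.31 ± 0.17 higher by Zm.14518.1.S1_s_at (shared probes, adjusted p = 5.36e-10) 4.97 ± 0.07 higher by Zm.10317.1.S1_at (adjusted p = 9.62e-22), 0.14 by Zm.14518.1.A1_at and -2.03 ± 0.17 by Zm.14518.1.S1_at (adjusted p = 6.05e-09), the last 3 named after the values were seen. The hemoglobin gene Hb (Zm.485.1.A1_at) was 1.65 ± 0.17 higher (adjusted p = 7.5e-08). The largest difference the other way was that of Zm.16259.3.A1_a_at (shared probes), which has no description, at -8.11 ± 0.08 (adjusted p = 1.28e-23). The second component carries 17.9%, and on it the replicate 1 arrays of S1587-17 on day 1 score lowest of their soil (-58.2 in control and -28.5 in acid soil). The 3' minus 5' difference of the actin control probe sets, which grows as RNA is shortened, was 0.845 to 1.63 in Cat100-6 and 1.5 to 2.15 in S1587-17.

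**Figure D1:**
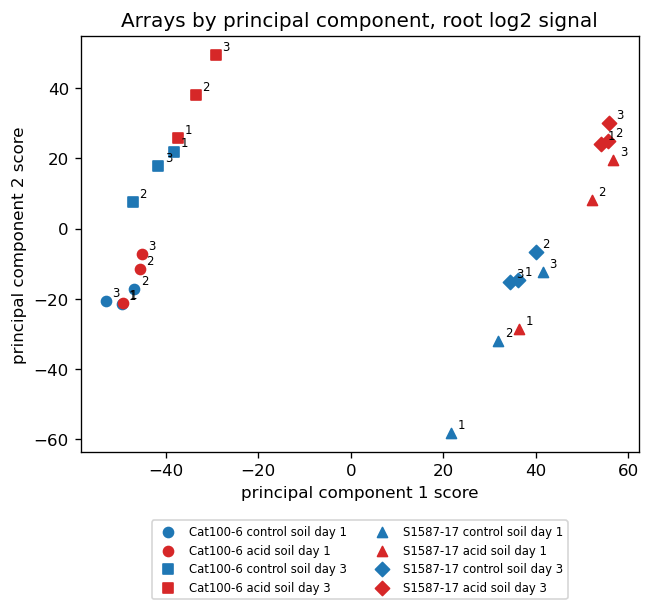
Scores of the 24 arrays on the first 2 principal components, from deposited log2 signals of roots of Cat100-6 and S1587-17. Numbers are replicates, blue is control soil and red acid soil.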

Analysis of variance (ANOVA) was used to dissect the transcriptional responses associated with the individual maize lines (independent of soil treatment or time of exposure), time of collection (1 and 3 days), soil type (control or acid soil treated) and all possible interactions (see Methods section). 

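After 1 day, 10 probe sets were called in Cat100-6, all higher in acid soil. Each has its 3 acid arrays above its 3 control arrays, which the choice by size and p favours. Of all probe sets 15.8% are separated in either direction. Chance gives 10% on average over splits of 6 arrays, and a single split can differ from that. Without acid replicate 3 the count is 6. A metal tolerance protein (Zm.13994.1.A1_at), of the family of cation carriers, rose by 1.17 ± 0.22 (adjusted p = 0.0356). ZmAffx.1206.1.S1_at, without a description, rose by 1.33 ± 0.24 (adjusted p = 0.0296) and its shared-probe partner ZmAffx.1206.1.S1_s_at, named after the values were seen, was called with it. Nitrate reductase (Zm.125.1.S1_at), glutamate decarboxylase (Zm.19066.1.S1_at), a fructose-bisphosphate phosphohydrolase (Zm.13437.2.S1_at), a 2-oxoglutarate/malate carrier (Zm.1416.1.S1_at), an ATP-binding transport protein (Zm.17306.1.A1_at) and Zm.10003.1.A1_at were also called. Of the 32 symbol lists, 5 passed camera, among them glutathione S-transferases (35 probe sets, median 0.10, adjusted p = 0.0549) and histones (30, median -0.09, adjusted p = 0.0577). Ribosomal proteins (28, median -0.04) passed at adjusted p = 0.0549, and so did the 25 seed proteins (median 0.09), a list that holds the hemoglobin gene Hb through its alias GLB1. The 7 defense and pathogenesis-related proteins had median 0.39 (adjusted p = 0.0577). None of these 5 lists passed with an estimated correlation (adjusted p = 0.839 for each). At unadjusted p under 0.05 there were 1195 probe sets, and 37 passed the adjusted limit at any size.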

In the Al-tolerant line (Cat100-6) exposed to acid soil for one day, only eight genes were differentially expressed compared to plants grown in control soil (Figure 4A). 

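After 3 days, 68 probe sets were called in Cat100-6, 64 higher and 4 lower in acid soil, and 67 of them have all acid arrays on one side of the control arrays. A chitinase (Zm.847.1.S1_at), which cuts fungal wall chitin, rose by 2.45 ± 0.61 (adjusted p = 0.0638), and a class IV chitinase (Zm.12391.1.S1_at) by 1.56 ± 0.34 (adjusted p = 0.0327). An asr protein (Zm.1495.1.A1_at), named for abscisic acid, stress and ripening, rose by 2.28 ± 0.46 (adjusted p = 0.0202). Zm.1458.1.S1_at and ZmAffx.457.1.A1_at, both without a description, rose by 2.14 ± 0.38 (adjusted p = 0.00872) and 2.30 ± 0.33 (adjusted p = 0.0016). A MADS box transcription factor (Zm.13248.1.S1_at) fell by 1.57 ± 0.19 (adjusted p = 0.000335), Zm.7576.1.A1_at by 1.32 ± 0.14 (adjusted p = 0.000163), Zm.9772.1.A1_at by 1.21 ± 0.19 (adjusted p = 0.00429) and Zm.8328.1.A1_at by 1.30 ± 0.32 (adjusted p = 0.0564). At unadjusted p under 0.05 there were 2564 probe sets. The count depends on single arrays: without acid replicate 3 it is 24 and without acid replicate 1 it is 151. Weighting arrays by their spread gives 201.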

The number of differentially regulated genes increased (59) after three days of treatment (Figure 4B). However, the Al-sensitive maize line showed a significantly higher number of differentially expressed genes. 

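The gap between the lines was tested by the interaction of line and soil, which called 97 probe sets on day 1 (71 with a soil difference more upward in S1587-17 than in Cat100-6) and 174 on day 3 (130). The nucleoredoxin gene nrx1 (Zm.411.1.A1_at), a thioredoxin-like protein, differed most surely on day 1, by 2.40 ± 0.25 (adjusted p = 0.000188). A poly polymerase domain protein (Zm.16353.1.S1_at) differed by 2.58 ± 0.37 (adjusted p = 0.00302) and a glutathione S-transferase (Zm.10134.1.A1_at) by 2.11 ± 0.46 (adjusted p = 0.0513). On day 3 the pathogenesis-related gene pr5 (Zm.6659.1.A1_at) differed by 3.45 ± 0.64 (adjusted p = 0.0155) and a cysteine proteinase (Zm.9879.2.S1_at) by 4.03 ± 0.99 (adjusted p = 0.0599). At unadjusted p under 0.05 the interaction held 3110 probe sets on day 1 and 2493 on day 3. Of 81 splits of the soil labels that keep those of neither line, 6 call as many on day 1 (highest 420). On day 3, 0 of the 81 do (highest 14). A structure of the samples is thus not excluded as a source of the day 1 count. Replicate numbers pair on day 1, and blocking by number within line and day gives 207. The day 1 count runs from 25 without Cat100-6 control replicate 2 to 454 without S1587-17 acid replicate 1. The day 3 count runs from 63 to 488 when an array is left out, and blocking by number within line and day gives 326.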

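In S1587-17, 402 probe sets were called after 1 day (309 higher, 93 lower in acid soil) and 787 after 3 days (635 higher, 152 lower). On day 1 nrx1 (Zm.411.1.A1_at) rose by 2.79 ± 0.18 (adjusted p = 4.23e-08) and the oxophytodienoate reductase gene opr3 (Zm.9328.1.A1_s_at, shared probes), of jasmonate synthesis, by 2.24 ± 0.49 (adjusted p = 0.00369). A fatty acid condensing enzyme (Zm.15017.1.A1_at) fell by 2.39 ± 0.48 (adjusted p = 0.00215) and a pirin-like protein (Zm.5749.1.S1_at) by 2.04 ± 0.24 (adjusted p = 3.84e-05). On day 3 a cystatin (Zm.8801.1.A1_at), an inhibitor of cysteine proteases, rose by 4.81 ± 0.70 (adjusted p = 0.000151), a cysteine proteinase (Zm.9879.2.S1_at) by 4.71 ± 0.70 (adjusted p = 0.000179) and pr5 (Zm.6659.1.A1_at) by 3.90 ± 0.45 (adjusted p = 2.1e-05). A salicylic acid carboxyl methyltransferase (Zm.7385.1.A1_at) fell by 3.14 ± 0.33 (adjusted p = 9.16e-06). All acid arrays lie on one side of the control arrays in 317 and 741 of the called probe sets. The same holds for 27.0% and 42.2% of all probe sets. Chance gives 10% on average over splits of 6 arrays, but deviations shared across an array can move a single split from it. On day 1 another split of these arrays calls 515 probe sets, so the 27.0% cannot be set down to soil alone. Fitting only the arrays compared, which takes the spread from those arrays alone, calls 160 on day 1 and 765 on day 3. Leaving out control replicate 1 or acid replicate 1 gives 223 or 796, and leaving out both gives 499.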

On the first day, 339 genes were differentially regulated (Figure 4C), while 776 were affected by the treatment on the third day (Figure 4D). The genes that were differentially regulated under all conditions are described in the Additional file 2 (Tables S1-S4), and the number of genes up- or down-regulated in each genotype and at each time point is shown in Figure 5.

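Of the called probe sets of Cat100-6, 100% were higher in acid soil on day 1 and 94.1% on day 3; in S1587-17 the shares were 76.9% and 80.7%. Descriptions from Tables S1 to S4 place 16 probe sets among chitinases and pathogenesis-related proteins, and 14 of these rose in S1587-17 on day 3 (median 2.00), 5 on day 1 and 2 in Cat100-6 on day 3. Of 21 proteases and protease inhibitors, 17 rose and 2 fell in S1587-17 on day 3. Serine carboxypeptidase I (Zm.18252.1.A1_at) rose by 2.95 ± 0.62 (adjusted p = 0.00241) and an aspartic proteinase nepenthesin (Zm.1133.1.S1_at) fell by 1.18 ± 0.25 (adjusted p = 0.00253). All 4 NAC transcription factors rose in S1587-17 on day 3, from NAC 67 (Zm.10189.2.A1_at, 1.02 ± 0.17, adjusted p = 0.000408) to NAC 18 (Zm.17258.1.S1_at, 1.53 ± 0.18, adjusted p = 2.2e-05). Among 3 MYB factors, myb8 (Zm.17476.1.S1_at) rose by 1.33 ± 0.20 (adjusted p = 0.000157) and myb-if35 (Zm.13865.1.S1_at) fell by 1.09 ± 0.26 (adjusted p = 0.00507). These lists were chosen by the study on these same samples and are not independent evidence.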

**Figure 4:**
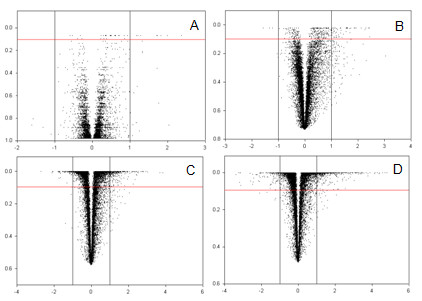
**Volcano plots representing interactions of various effects**. Estimates were calculated as the difference between the least-square means for each comparison (x-axis). Estimates equal to zero represent no expression change and estimates different from zero represent gene expression modifications. A: interaction effect between genotype, treatment and time for Cat100-6 one day; B: interaction effect between genotype, treatment and time Cat100-6 three days; C: interaction effect between genotype, treatment and time S1587-17 one day; D: interaction effect between genotype, treatment and time S1587-17 three days. The red line represents an FDR of 10%, and consequently data points above this line represent significant observations (the y-axis represents Qvalues). Note that the Estimate axis is different for each plot.

**Figure 5:**
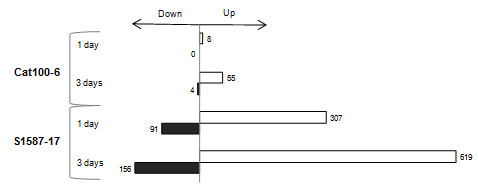
**Diagram representing the number of genes differentially expressed in each genotype at each time point**.

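The 4 soil comparisons together call 1026 probe sets, 1002 in S1587-17 on either day and 69 in Cat100-6. Most belong to S1587-17 on day 3 alone (584), day 1 alone (208) or both days alone (165), and 21 to Cat100-6 on day 3 alone. In S1587-17, 187 probe sets were called on both days. Of these, 164 rose on both, where independent lists would share 11.1, and 21 fell on both, where they would share 0.802. The other 2 changed sign: the salicylic acid carboxyl methyltransferase Zm.7385.1.A1_at was 1.35 ± 0.33 higher on day 1 (adjusted p = 0.00674) before its fall on day 3, and the aquaporin TIP3.1 (Zm.12825.1.S1_at), a vacuolar water channel, was lower by 1.66 ± 0.56 on day 1 (adjusted p = 0.0407) and 3.68 ± 0.56 higher on day 3 (adjusted p = 0.000225). On day 3, 38 probe sets were called in both lines, all upward, where independent lists would share 2.31. One of these 38 is the asr protein Zm.1495.1.A1_at, 3.43 ± 0.46 higher in S1587-17.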

Figure 6 depicts the number of genes differentially regulated between acid and control soil conditions that are unique or shared between S1587-17 and Cat100-6 at each time point. 

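Of the 10 probe sets called in Cat100-6 on day 1, 9 were called again on day 3, all higher in acid soil, where independent lists would share 0.0363. The metal tolerance protein Zm.13994.1.A1_at was 1.61 ± 0.22 higher on day 3 (adjusted p = 0.00104) and ZmAffx.1206.1.S1_at 1.48 ± 0.24 (adjusted p = 0.00472). The one not called again, Zm.11983.1.A1_at, was chosen for naming after the values were seen: its difference was 1.33 on day 1 (adjusted p = 0.059) and 0.23 on day 3 (adjusted p = 0.708). Its average level, 3.12, lies near the median of the reporter probe sets, 3.04, so it is read close to background. No probe set was called by limma for a change of the soil difference between the days in Cat100-6, and 698 had an unadjusted p under 0.05.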

All of the eight genes differentially regulated on day 1 in Cat100-6 were up-regulated, and they were also detected after three days of acid soil exposure. 

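Zm.10003.1.A1_at, without a described match, and glutamate decarboxylase (Zm.19066.1.S1_at), which turns glutamate into GABA, were called in Cat100-6 on both days and in S1587-17 on neither. In Cat100-6 glutamate decarboxylase rose by 2.00 ± 0.28 on day 1 (adjusted p = 0.00427) and 2.40 ± 0.28 on day 3 (adjusted p = 0.000335). Zm.10003.1.A1_at rose by 1.22 ± 0.18 (adjusted p = 0.00511) and 1.01 ± 0.18 (adjusted p = 0.00828). In S1587-17 the values were 0.51 and 0.36 for glutamate decarboxylase and 0.23 and 0.32 for Zm.10003.1.A1_at, each with standard error 0.28 or 0.18. The interaction of line and soil for glutamate decarboxylase was -1.49 ± 0.40 on day 1 (adjusted p = 0.0908) and -2.04 ± 0.40 on day 3 (adjusted p = 0.0208). For Zm.10003.1.A1_at it was -0.99 ± 0.25 (adjusted p = 0.0834, just short of the size limit) and -0.69 ± 0.25 (adjusted p = 0.213), so a response only in Cat100-6 is not settled for this gene.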

Only two genes were exclusively detected in the Al-tolerant line: Zm.10003.1.A1_at (no hit) and Zm.19066.1.S1_at (glutamate decarboxylase). 

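Called in both lines on both days, each time with higher levels in acid soil, were 4 probe sets. The ATP-binding transport protein Zm.17306.1.A1_at rose by 1.83 ± 0.14 and 2.44 ± 0.14 in Cat100-6 on days 1 and 3 (adjusted p = 1.38e-06 and 8.89e-09) and by 1.97 and 2.44 in S1587-17. Nitrate reductase (Zm.125.1.S1_at), the entry step of nitrate assimilation, rose by 2.37 ± 0.38 and 1.71 ± 0.38 in Cat100-6 (adjusted p = 0.016 and 0.0399) and by 2.41 and 2.34 in S1587-17. The fructose-bisphosphate phosphohydrolase Zm.13437.2.S1_at rose by 1.71 ± 0.20 and 1.59 ± 0.20 (adjusted p = 0.000693 and 0.000522), and by 1.04 and 1.23 in S1587-17. The mitochondrial 2-oxoglutarate/malate carrier Zm.1416.1.S1_at rose by 1.29 ± 0.16 and 1.36 ± 0.16 (adjusted p = 0.00124 and 0.000335), and by 1.17 on each day in S1587-17. Zm.11852.1.A1_a_at (shared probes, no match) was called in 3 of the comparisons, at 1.86 ± 0.41 in Cat100-6 on day 3 (adjusted p = 0.0381) and 2.15 and 2.64 in S1587-17. In Cat100-6 on day 1 its difference was 1.77 ± 0.41 (adjusted p = 0.141). Blocking by replicate number, which pairs on day 1, calls it there too. No interaction of line and soil was called for the 5 (lowest adjusted p = 0.237, Zm.13437.2.S1_at on day 1).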

Five genes were differentially expressed in both S1587-17 and Cat100-6 at one and three days: Zm.125.1.S1_at (nitrate reductase), Zm.17306.1.A1_at (multidrug resistance protein/phosphate import ATP-binding protein pstB 1), Zm.11852.1.A1_a_at (no hit), Zm.13437.2.S1_at (fructose-bisphosphate 1-phosphohydrolase) and Zm1416.1.S1_at (mitochondrial 2-oxoglutarate/malate carrier protein).

**Figure 6:**
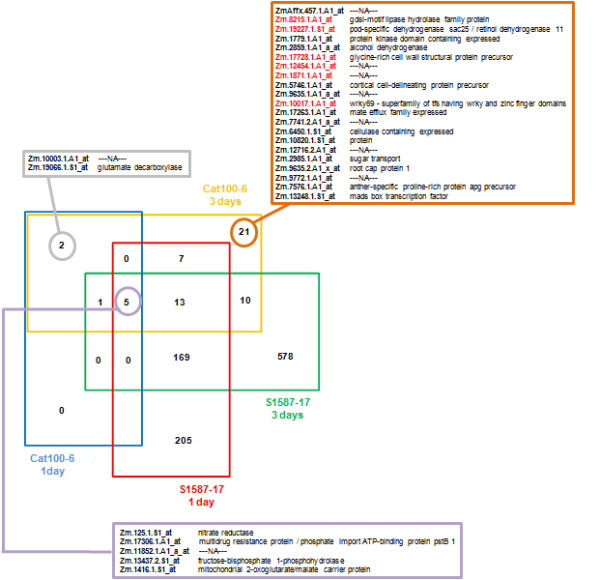
**Multiple comparison Venn diagram**. Each quarter represents a list of IDs of genes differentially expressed in the comparison between acid and control soils for each maize variety. The boxes indicate the Affymetrix ID and the annotation of the genes identified only in Cat100-6 (both time points - grey box), in all genotypes and time points (purple box) and genes identified only in Cat100-6 after three days (orange box - the genes identified in red are those that also presented significantly higher expression values in Cat100-6 in the comparison between genotypes after three days in acid soil).

To further evaluate the quantitative extent by which genes were differentially regulated between the two maize lines, the difference in the least-square means estimates (DEs) of gene expression levels between Cat100-6 and S1587-17 grown in acid soil were calculated at each time point (e.g., Cat100-6 in acid soil for three days versus S1587-17 in acid soil for three days), and the statistical significance was assessed. We aimed to identify genes induced by acid soil in Cat100-6 that also had significantly higher absolute levels than in S1587-17. 

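On day 1, 1825 probe sets were called between the lines in acid soil, 782 higher and 1043 lower in Cat100-6. Of the 10 called for soil in Cat100-6, 1 was higher than in S1587-17: Zm.11983.1.A1_at, by 1.84 (adjusted p = 1.92e-05), with 0.54 between the lines in control soil (adjusted p = 0.15) and an interaction of -1.29 (adjusted p = 0.11). It was singled out after the values were seen and lies near background, and leaving out any control array of Cat100-6 gives 0 such genes. The metal tolerance protein Zm.13994.1.A1_at differed by -1.71 ± 0.22 (adjusted p = 4.45e-06) and ZmAffx.1206.1.S1_at by -1.23 ± 0.24 (adjusted p = 0.000399), which with the shared-probe ZmAffx.1206.1.S1_s_at makes 3 that were lower. Independent lists would share 0.444 higher and 0.592 lower probe sets. The soil and the line comparison use the same 3 acid arrays of Cat100-6, which favours shared higher genes. With shuffled array deviations and no soil or line effect, top-ranked lists of these sizes share a mean of 5.51 higher (highest 10) and 0.18 lower. That shows the direction of the bias. It is no expected count for the called lists, which also hold soil and line effects.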

We observed that none of the genes differentially expressed in Cat100-6 after one day of acid soil treatment presented significantly higher expression levels than in S1587-17 under the same conditions. However, eight genes out of the 59 differentially expressed in Cat100-6 after three days were also significantly more highly expressed relative to S1587-17 growing in acid soil for three days. Six of these genes are in the group of 21 exclusively identified as differentially regulated in Cat100-6 after three days (Figure 6), while the other two were also differentially expressed in S1587-17 after three days (Zm.3371.1.A1_at - O-methyltransferase and Zm.8742.1.A1_at - unknown protein).

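On day 3, 1422 probe sets were called between the lines in acid soil, 655 higher and 767 lower in Cat100-6. Of the 64 raised by acid soil in Cat100-6, 10 were higher than in S1587-17 and 17 lower; the 10 run from 2 to 29 when an array is left out, and array weights give 44. The 10 include a villin 2 (Zm.2989.1.S1_at), of the actin-bundling proteins, singled out after the values were seen, and Zm.12716.2.A1_at, without a description. Villin 2 rose by 1.20 in Cat100-6 (adjusted p = 0.0186) and was 2.04 higher than in S1587-17 in acid soil (adjusted p = 1.28e-06) and 1.81 higher in control soil (adjusted p = 6.61e-06). Zm.12716.2.A1_at rose by 1.02 (adjusted p = 0.0414) and was 2.12 higher in acid soil (adjusted p = 6.35e-07). Independent lists would share 2.38 higher and 2.79 lower probe sets. Lists ranked on shuffled array deviations, with shared acid arrays and no soil or line effect, share a mean of 27.4 higher (highest 58) and 0.16 lower (highest 3). The called lists also hold soil and line effects, so this shows the direction of the bias and no expected count.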

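The 6 genes of the Cat100-6 group are a GDSL-motif lipase (Zm.8215.1.A1_at), a pod-specific dehydrogenase (Zm.19227.1.S1_at), a glycine-rich cell wall protein (Zm.17728.1.A1_at), WRKY69 (Zm.10017.1.A1_at), Zm.12454.1.A1_at and Zm.1871.1.A1_at. In Cat100-6 on day 3 the lipase rose by 1.61 ± 0.22 (adjusted p = 0.00104), the dehydrogenase by 1.48 ± 0.28 (adjusted p = 0.0152), the glycine-rich protein by 1.20 ± 0.31 (adjusted p = 0.0695) and Zm.12454.1.A1_at by 1.18 ± 0.29 (adjusted p = 0.0563). Each has its 3 acid arrays above its 3 control arrays. The O-methyltransferase Zm.3371.1.A1_at rose by 1.70 ± 0.32 (adjusted p = 0.0152) and Zm.8742.1.A1_at by 1.26 ± 0.32 (adjusted p = 0.0655).

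**Figure D2:**
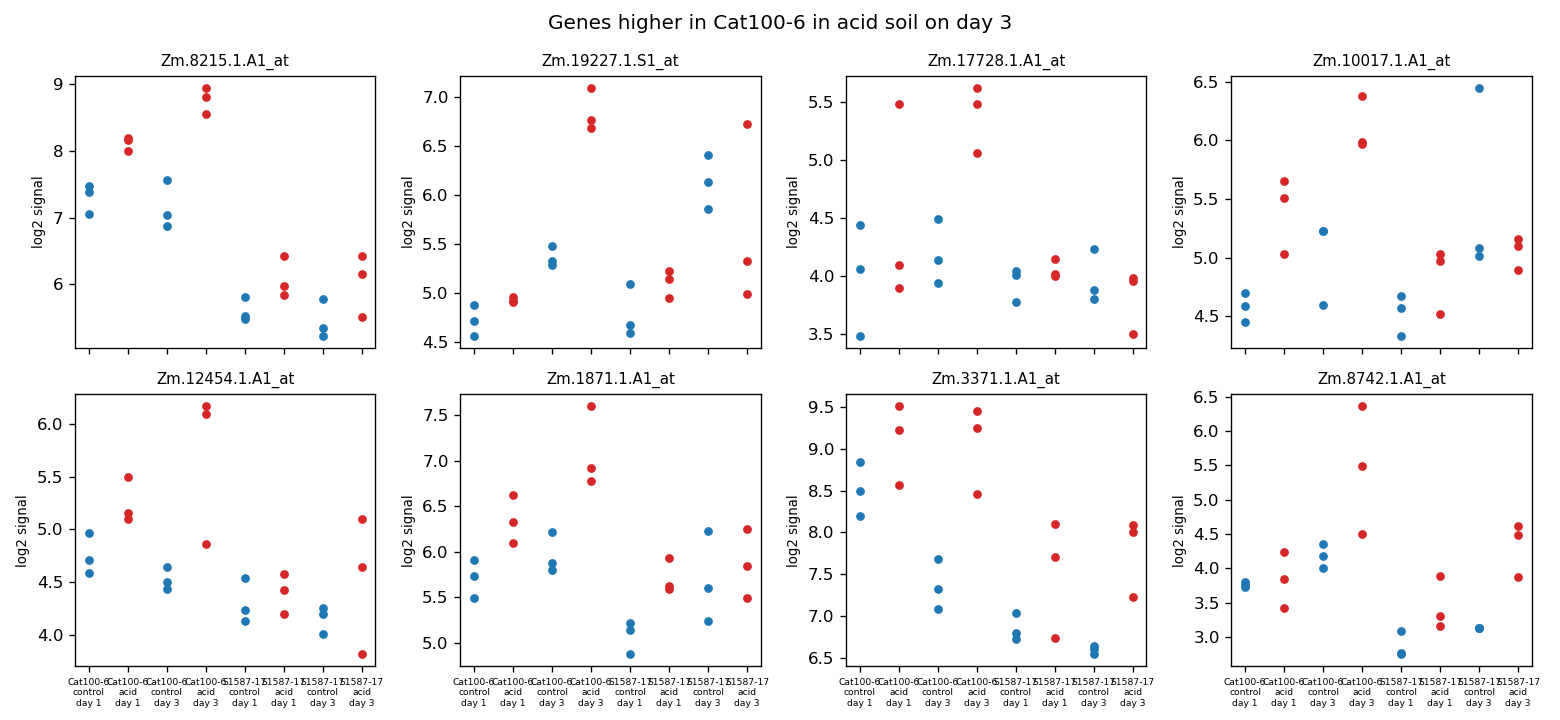
Log2 signal of the 8 genes on each array, by line, soil and day, with 3 arrays in each group. Blue is control soil and red acid soil.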

Due to the large number of genes identified in the Al-sensitive maize, a functional analysis was performed with Gene Ontologies to help identify the pathways affected by the toxicity imposed by acid soil. 

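Of the 402 probe sets called in S1587-17 on day 1, 377 stand in Table S3, and of the 787 called on day 3, 748 stand in Table S4, which carry Gene Ontology process terms. Among the 289 called higher on day 1 that stand in the table, 69 have a term, and 28 of these name transport and 15 electron transport. On day 3, 165 of 601 higher probe sets have a term, of which 50 name transport, 21 protein metabolism and 19 electron transport. The inorganic phosphate transporter 3 (Zm.1921.1.S1_at) rose by 1.26 ± 0.24 on day 3 (adjusted p = 0.00144) and a chloride channel (Zm.8903.1.S1_at) by 1.13 ± 0.14 on day 1 (adjusted p = 3.98e-05). The terms were grouped into themes here after the counts of called genes were known. They are tallies of genes chosen by the study on these samples, with no enrichment test.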

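Among genes called higher in S1587-17 on day 1, a lipoxygenase stands for lipid metabolism: Zm.4596.1.A1_at rose by 1.39 ± 0.24 (adjusted p = 0.000793). For the cell wall, the expansin expA4 (Zm.13728.1.S1_at), which loosens walls, rose by 2.55 ± 0.44 (adjusted p = 0.000847) and a fasciclin-like arabinogalactan protein (Zm.19195.1.S1_at) by 1.33 ± 0.26 (adjusted p = 0.00185). Of the 69 higher genes with a process term, 5 name lipid metabolism, 6 oxidative stress, 5 the cell wall, 6 defense and 5 protein metabolism. By symbol, 2 of 17 expansins were called higher (median 0.24, camera adjusted p = 0.0369, adjusted p = 0.409 with an estimated correlation). The 10 cellulose synthases of the primary wall had median 0.30 with none called (adjusted p = 0.000267, and 0.409 with an estimated correlation). The 3 of the secondary wall had median 0.82 (adjusted p = 0.0167, and 0.409).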

Most of the genes up-regulated on the first day are involved in lipid metabolism, oxidative stress responses and cell wall metabolism (Additional file 1: Figure S2A). Most of the genes down-regulated on the first day encode proteins involved in DNA packaging and cell cycle (Additional file 1: Figure S2B). 

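Several genes of cell division and chromatin were called lower in acid soil in S1587-17 on day 1, and the cyclin-dependent kinase cdc2c (Zm.13698.1.S1_at) was called higher, by 1.38 ± 0.35 (adjusted p = 0.0087). A B-type cyclin (Zm.2387.2.S1_a_at, shared probes) fell by 1.39 ± 0.15 (adjusted p = 1.47e-05), the mitotic cyclin gene cyc1 (Zm.147.1.S1_at) by 1.02 ± 0.23 (adjusted p = 0.00397) and cyc2 (Zm.397.1.A1_at) by 1.01 ± 0.16 (adjusted p = 0.000492). The centromere histone gene cenH3 (Zm.861.2.A1_a_at, shared probes) fell by 1.25 ± 0.23 (adjusted p = 0.00131) and the nucleosome assembly gene nfa104 (Zm.7309.1.S1_at) by 1.07 ± 0.24 (adjusted p = 0.00375). As lists, 30 histone and chromatin probe sets had median -0.46 with 3 called lower (adjusted p = 1.54e-08, and 0.409 with an estimated correlation). The 25 cell cycle and DNA replication probe sets had median -0.45 with 2 called lower (adjusted p = 0.000103, and 0.409). The interaction with line was -0.39 in the median of the histones (adjusted p = 2.93e-06, and 0.557 with an estimated correlation) and -0.44 in that of the cell cycle (adjusted p = 9.45e-05, and 0.557). Of the 17 lower genes with a process term in Table S3, 4 name the cell cycle, 6 protein metabolism and 0 chromatin.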

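Among genes called higher in S1587-17 on day 3, 3 cellulose synthases of the secondary wall rose: Zm.11759.1.S1_at by 1.54 ± 0.33 (adjusted p = 0.00275), ZmAffx.13.1.S1_s_at (shared probes) by 1.49 ± 0.23 (adjusted p = 0.000276) and ZmAffx.5.1.S1_at by 1.20 ± 0.21 (adjusted p = 0.000707). All 11 probe sets that the tables describe as cell wall polymers rose, among them a pistil-specific extensin-like protein (Zm.12077.1.A1_at, 2.11 ± 0.45, adjusted p = 0.00282). These were chosen by the study on these same samples and are not independent evidence. By symbol, the secondary wall list passed camera (3 of 3 called, adjusted p = 0.000956, and 0.283 with an estimated correlation). The 17 expansins had 4 called (median 0.27, adjusted p = 0.0268, and 0.283), such as expB6 (Zm.674.1.S1_at, 2.16 ± 0.47, adjusted p = 0.00299), and the primary wall list had median 0.06 with none called (adjusted p = 0.0519, and 0.474). Of the 165 higher genes with a term, 11 name the cell wall, 13 oxidative stress, 13 defense, 6 lipid metabolism and 3 anion transport.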

Most of the genes up-regulated on the third day are involved in cell wall metabolism, oxidative stress responses and anionic transport (Additional file 1: Figure S3A). On the other hand, most of the repressed genes are involved in protein metabolism (Additional file 1: Figure S3B).

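On day 3 in S1587-17, 39 of the 147 lower genes that stand in Table S4 have a process term: 7 name protein metabolism, 7 transport, 3 defense and 2 oxidative stress. Heat shock proteins, which help other proteins fold, were among the lower genes: hsp101 (Zm.438.1.S1_at) fell by 1.34 ± 0.32 (adjusted p = 0.00532) and a class II heat shock protein (Zm.12517.1.A1_at) by 1.56 ± 0.34 (adjusted p = 0.00323). Others rose, such as a chloroplast low molecular weight heat shock protein (Zm.3524.1.A1_at, 3.15 ± 0.44, adjusted p = 0.000108). The 11 that the tables describe as heat shock proteins and chaperones, chosen by the study on these same samples and so not independent evidence, divide into 5 higher and 5 lower. By symbol, 12 heat shock proteins had median -0.15 with 3 called lower (camera adjusted p = 0.0519, and 0.445 with an estimated correlation). The 28 ribosomal proteins had median -0.23 with none called (adjusted p = 2.41e-05, and 0.296). The 28 proteins of folding in the endoplasmic reticulum had median -0.18 (adjusted p = 0.0127, and 0.574).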

### Validation of gene expression profiles using qPCR

To validate the microarray results, eleven differentially expressed genes were selected and real-time qPCR was performed (Figure 7). This validation was done with two independent biological replicates (different from the replicates used for the microarray experiment). A significant correlation between the two data sets was observed (*R^2 ^*= 0.8812).

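On the arrays, the tubulin gene tua4 (Zm.6045.1.A1_s_at, shared probes), the reference gene of the quantitative PCR, differed between acid and control soil by 0.02 and 0.04 in Cat100-6 on days 1 and 3 and by 0.13 and 0.09 in S1587-17, each with standard error 0.06 and none called (lowest adjusted p = 0.111). The other primers of Table S6 target 11 probe sets. The GDSL-motif lipase (Zm.8215.1.A1_at), for one, differed by 0.82 in Cat100-6 on day 1 (adjusted p = 0.25), and the dehydrogenase Zm.19227.1.S1_at by 0.21 (adjusted p = 0.973). The PCR values themselves are not analysed here.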

**Figure 7:**
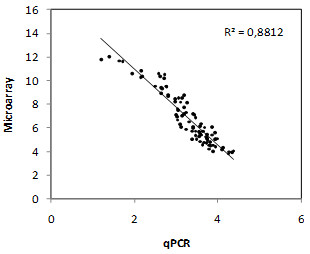
**Real-time qPCR validation of the microarray results**. The qPCR data were log_2 _transformed and plotted against the microarray data (least-square means). The correlation is negative because in the qPCR data, the more the gene is expressed the lower is its Ct value.

### Comparison with gene expression responses to Al treatment in hydroponic culture

The soil treatment used in this work has two major variables that must be considered, the presence of phytotoxic Al and the pH. However, it is not possible to separate these properties in the soil or even use a different acid soil with no Al because diversity in the physical and chemical characteristics would affect the results. Therefore, hydroponic culture has been used to evaluate the effects of pH and Al levels on the expression of selected genes. Six out of the eight acid soil-induced genes from Cat100-6 that also had absolute levels higher than those of S1587-17 were used in an experiment consisting of three treatments: pH 5.5; pH 4.2 with no Al and pH 4.2 with 36 μM Al. The effect on gene expression in Cat100-6 seedlings is illustrated in Figure 8A (pH-effect, using pH 5.5 as the reference). The relative expression in seedlings grown in pH 4.2 with Al relative to pH 4.2 without Al (Al-effect) is shown in Figure 8B. Genes such as Zm.8215.1.A1_at (GDSL-motif lipase hydrolase family protein), Zm.17728.1.A1_at (glycine-rich cell wall structural protein precursor) and Zm.12454.1.A1_at (protein with unknown function) showed no significant differential regulation under treatment with pH 4.2 in the presence or absence of Al or between pH 4.2 and pH 5.5 treatments, suggesting significant differences between the gene expression profiles from the hydroponic and soil experiments. However, Zm.19227.1.S1_at (Pod-specific dehydrogenase SAC25/retinol dehydrogenase 11), Zm.1871.1.A1_at (protein with unknown function) and Zm.10017.1.A1_at (WRKY 69 transcription factor) were up-regulated in the presence of Al, indicating that Al and not pH was the main factor behind their induction in the soil treatment.

**Figure 8:**
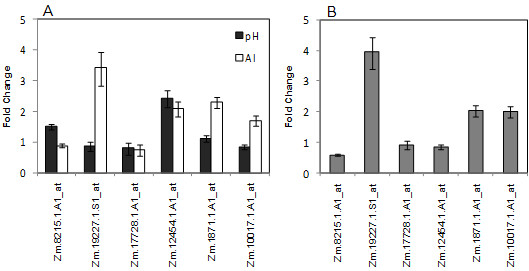
**Expression of selected genes after hydroponic culture**. (A) Data show the relative expression (in fold change) in relation to pH 5.5; (B) Data show the relative expression (in fold change) of the treatment with pH 4.2 plus Al versus pH 4.2 without Al. The results are from three independent biological replicates.

To further highlight the different responses of maize when grown in hydroponics versus soil, we compared the target sequences from the Affymetrix platform used in this work with the target sequences from Maron et al. [28]. We observed that only a fraction of the genes modulated by Al in Cat100-6 grown in the hydroponic experiment were also modulated in acid soil-grown plants: of the 59 genes differentially expressed in Cat100-6 grown in soil, only six were also found in the hydroponic assay. 

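Table S5 names 9 probe sets for Cat100-6, and all 9 were called in soil on the day given there. The peroxidase Zm.3573.1.A1_at rose by 1.55 ± 0.25 on day 3 (adjusted p = 0.00472), the alcohol dehydrogenase gene adh2 (Zm.2859.1.A1_a_at, shared probes), of fermentation, by 1.24 ± 0.25 (adjusted p = 0.0201) and the glutathione S-transferase gene gst23 (Zm.561.1.A1_at) by 1.22 ± 0.24 (adjusted p = 0.0186). Zm.9601.1.A1_at rose by 1.95 ± 0.35 (adjusted p = 0.0106), Zm.11803.1.A1_at by 1.35 ± 0.31 (adjusted p = 0.0414) and Zm.7741.2.A1_a_at (shared probes) by 1.08 ± 0.20 (adjusted p = 0.012). Nitrate reductase (Zm.125.1.S1_at) and the 2-oxoglutarate/malate carrier (Zm.1416.1.S1_at) stand in it too. The hydroponic arrays are not analysed here, and the table was built by the study from these soil samples. Those with values here were picked after the values were seen.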

We also compared our data from S1587-17 with the data from the Al-sensitive line L53 because in the work of Maron et al., [28] S1587-17 was not used. In this case, the differences were even higher because only 34 out 952 genes modulated in S1587-17 were common to both gene sets. 

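For S1587-17, Table S5 names 40 probe sets, and 39 were called in soil on at least one of the days given. Chitinase 1 (Zm.9675.1.A1_at) rose by 2.42 ± 0.45 on day 1 (adjusted p = 0.00138) and 3.80 ± 0.45 on day 3 (adjusted p = 2.28e-05). Zm.10171.1.A1_at rose by 3.06 ± 0.51 on day 3 (adjusted p = 4e-04) and Zm.9486.1.A1_at by 2.98 ± 0.61 (adjusted p = 0.00204). Zm.17797.1.A1_at fell by 1.43 ± 0.21 on day 1 (adjusted p = 0.000268) and Zm.18097.1.A1_at by 1.49 ± 0.46 on day 3 (adjusted p = 0.0236). Zm.9880.1.S1_at, at 1.03 ± 0.46 on day 3 (adjusted p = 0.109), was the one not called. Examples were picked after the values were seen.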

A complete list of the genes found in both experiments is shown in Additional file 2: Table S5.

## Discussion

### Physiology of maize roots grown in acid soil

Plant tolerance to Al is usually evaluated using hydroponic culture [48-53], but conflicting results may be obtained when compared to soil conditions [54,55]. Even when Al tolerance is consistent between hydroponic and soil conditions [56-60], plant responses may differ in the two growth systems. To address this limitation, we evaluated maize tolerance to acid soil containing 10 mmol_c_/dm^3 ^(equivalent to 90 ppm) of Al and at pH 4.2. These conditions are within the range of previous studies and are sufficient to elicit a phytotoxic response [35,61-63], allowing phenotypic discrimination between two maize lines with distinct levels of resistance to Al, Cat100-6 (tolerant) and S1587-17 (sensitive). As shown in previous studies using these and other maize lines [25,28,39-42,46], Cat100-6 accumulated less Al in its root tips when grown in acid soil when compared to S1587-17. The amount of Al absorbed by root tips is indicative of the sensitivity of plants to this abiotic stress [13,64,65], presumably because genotypes that accumulate less Al in their root apexes have a more efficient exclusion mechanism. However, after prolonged exposure (3 - 5 days), the amount of Al in Cat100-6 roots continued to increase (although at a lower rate than in S1587-17), in disagreement with previous studies that reported a reduction in Al accumulation in root tips after 24 hours in hydroponics [28,41]. Therefore, the exclusion mechanism of Cat100-6 appears to have less activity in soil than in hydroponic conditions. Nonetheless, Al-induced root growth inhibition and callose formation were markedly more limited in Cat100-6 than in S1587-17.

### Gene expression profiles of an Al-tolerant and an Al-sensitive maize line

The abiotic stress caused by the toxicity of acid soil was clearly reflected in the gene expression profiles. 

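The growth of the response from day 1 to day 3 was tested by the interaction of day and soil within each line. In S1587-17 it called 72 probe sets, 46 with a soil difference more upward on day 3 than on day 1 and 26 with one more downward. The aquaporin TIP3.1 (Zm.12825.1.S1_at) gained 5.34 ± 0.80 (adjusted p = 0.00925), the peroxidase gene POX3-1 (Zm.1616.1.A1_at) 4.08 ± 0.99 (adjusted p = 0.0906) and a germin (Zm.2525.1.A1_at) 2.30 ± 0.46 (adjusted p = 0.0384). The salicylic acid carboxyl methyltransferase Zm.7385.1.A1_at changed by -4.50 ± 0.47 (adjusted p = 0.000167). In Cat100-6, limma called 0 probe sets for this interaction. In control soil alone, 366 probe sets of Cat100-6 and 358 of S1587-17 were called between the days, and without control replicate 3 of day 3 the 366 fall to 213. Leaving out single arrays moves the S1587-17 count from 27 to 328, and fitting only the arrays compared gives 5.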

The number of genes differentially regulated between control and treated (acid soil) plants increased in both Cat100-6 and S1587-17 when they were exposed to the stress for an extended period. It is worth mentioning that these changes observed in the transcriptome certainly reflect both direct and indirect effects of the stress caused by acid soil. In the field, where roots continuously grow and explore different soil regions, this is also certainly true. Interestingly, a smaller fraction of the transcriptome responded to acid soil stress in the resistant line Cat100-6 than in S1587-17, similarly to previous reports using Al and hydroponics [28,33,66]. Therefore, part of the resistance of Cat100-6 (and Al-tolerant plants generally) may involve a mechanism that limits major disturbances to plant function and thereby avoids a cascade of detrimental downstream effects.

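The genes called in S1587-17 had a smaller mean difference of the same sign in Cat100-6. Of the 787 called in S1587-17 on day 3, 83.1% differ in the same direction in Cat100-6, by 0.44 on average toward the S1587-17 sign against 1.64 in S1587-17, or 26.9%. Of the 10 splits of the 6 Cat100-6 arrays 2, the real one included, give a shift as large (highest 0.47), and 10 are too few for a test. On day 1, of the 402, 82.6% differ in the same direction, by 0.28 against 1.41. Across all probe sets the soil differences of the lines correlate at 0.52 on day 3 and 0.41 on day 1. The cystatin Zm.8801.1.A1_at, for one, differed by 1.60 ± 0.70 in Cat100-6 on day 3 (adjusted p = 0.307), and the cysteine proteinase Zm.9879.2.S1_at by 0.67 ± 0.70 (adjusted p = 0.679). The paper notes that a smaller fraction of the transcriptome responded to acid soil in Cat100-6 and proposes that part of the resistance may involve a mechanism that limits large disturbances and the effects that follow from them. Averages over genes called in S1587-17 are drawn toward a larger value in S1587-17, because the genes were chosen there. With 3 arrays in each group, a gene with a difference near the size limit can be missed in one line and called in the other by its spread alone. How often this happened was not tested.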

Genes that are modulated by a stress are natural candidates for explaining the defenses activated by plants. By using contrasting genotypes it is possible to narrow the scope to genes with a higher probability of playing major roles in the plant response. Therefore, we selected eight genes that were more highly expressed in Cat100-6 than in S1587-17 under acid soil conditions. Six of these genes were also found to be induced by acid soil only in Cat100-6, while two were also induced in S1587-17, although to a lesser degree. 

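In acid soil on day 3 the GDSL-motif lipase Zm.8215.1.A1_at was 2.74 ± 0.22 higher in Cat100-6 than in S1587-17 (adjusted p = 7.86e-09), the glycine-rich cell wall protein Zm.17728.1.A1_at 1.58 ± 0.31 (adjusted p = 0.000482) and the O-methyltransferase Zm.3371.1.A1_at 1.29 ± 0.32 (adjusted p = 0.00423). Every Cat100-6 array lies above every S1587-17 array in these 3. Zm.12454.1.A1_at was 1.19 ± 0.29 higher (adjusted p = 0.00337), the dehydrogenase Zm.19227.1.S1_at 1.17 ± 0.28 (adjusted p = 0.00324) and Zm.8742.1.A1_at 1.12 ± 0.32 (adjusted p = 0.01), without complete separation of the arrays. In control soil on the same day the lipase was 1.71 ± 0.22 higher (adjusted p = 5.63e-06) and Zm.8742.1.A1_at 1.05 ± 0.32 (adjusted p = 0.0178). The others were not called there: the dehydrogenase had -0.77 (adjusted p = 0.0479), the O-methyltransferase 0.76 (adjusted p = 0.0875), Zm.12454.1.A1_at 0.38 (adjusted p = 0.381) and the glycine-rich protein 0.22 (adjusted p = 0.661).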

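In S1587-17 on day 3 the differences were 0.58 ± 0.22 for the GDSL-motif lipase Zm.8215.1.A1_at (adjusted p = 0.0582), -0.45 ± 0.28 for the dehydrogenase Zm.19227.1.S1_at, -0.16 ± 0.31 for the glycine-rich protein Zm.17728.1.A1_at and 0.37 ± 0.29 for Zm.12454.1.A1_at, none called. The interaction of line and soil was called for the dehydrogenase (-1.94 ± 0.40, adjusted p = 0.0264) and for WRKY69. It was not called for the lipase (-1.03 ± 0.31, adjusted p = 0.126), the glycine-rich protein (-1.36 ± 0.43, adjusted p = 0.151) or Zm.12454.1.A1_at (-0.81 ± 0.41, adjusted p = 0.389), so it was called for 2 of the 6, and at a limit of 0.05 that of WRKY69 is lost. The O-methyltransferase Zm.3371.1.A1_at was 1.17 ± 0.32 higher in acid soil in S1587-17 (adjusted p = 0.0123) and Zm.8742.1.A1_at 1.19 ± 0.32 (adjusted p = 0.0104). Their interactions were -0.52 ± 0.46 (adjusted p = 0.644) and -0.07 ± 0.45 (adjusted p = 0.962), which leaves a lesser degree in S1587-17 untold.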

We further characterized those six genes that were specific to Cat100-6, which encoded a GDSL-motif lipase hydrolase family protein, a pod-specific dehydrogenase/retinol dehydrogenase 11, a glycine-rich protein (GRP), a member of the WRKY transcriptional factor family and two unknown proteins. However, the hydroponic experiment demonstrated that only three of these genes have interesting expression patterns (up-regulated during Al treatment - Figure 8). Although further work will be needed to assess the individual contribution of each gene to acid soil tolerance, these data give insight into the strategies used by plants in fields where this stress takes place.

Zm.19227.1.S1_at (Pod-specific dehydrogenase/retinol dehydrogenase 11) was first described as a gene involved in rape oilseed pod development [67]. Members of this family may function as a bridging molecule between the nutritional signaling pathway and the hormone biosynthesis pathway in Arabidopsis [68]. This member is associated with ABA production and is critical for growth and development, and also for plant responses to stress via glucose signaling [68].

The WRKY family of transcription factors was first identified in plants and presents a high number of members [69]. About 70 members have been indentified in Arabidopsis, and several of them are induced in response to wounding, pathogen infection and abiotic stresses such as drought, cold and salinity [31,69-71]. 

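WRKY69 (Zm.10017.1.A1_at), of the WRKY transcription factors, rose in Cat100-6 after 3 days by 1.09 ± 0.28 (adjusted p = 0.0707, all acid arrays above all control arrays). On day 1 its difference was 0.82 ± 0.28 (adjusted p = 0.541). In S1587-17 the values were 0.31 on day 1 and -0.46 on day 3, and the interaction of line and soil on day 3 was -1.56 ± 0.40 (adjusted p = 0.0704). In acid soil on day 3 it was 1.06 ± 0.28 higher in Cat100-6 (adjusted p = 0.00631), and in control soil -0.50 (adjusted p = 0.212). The other WRKY factor of the tables, Zm.13508.1.A1_at, rose in S1587-17 on day 3 by 1.43 ± 0.20 (adjusted p = 9.02e-05).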

Our microarray experiment indentified Zm.10017.1.A1_at (WRKY69) as differentially expressed in Cat100-6 after three days of acid soil treatment and also as presenting higher expression than in the Al-sensitive S1587-17 genotype. Hydroponic gene expression experiments also demonstrated that Al induces the expression of this gene. Kumari and colleagues [29] identified two WRKY family members as being down-regulated after exposure of Arabidopsis to Al. Meanwhile, Goodwin and Sutter [72], also studying Arabidopsis, identified WRKY 33 as up-regulated due to Al treatment. An additional study identified another WRKY member as up-regulated due to Al and Cd stress. Using the same tolerant variety (Cat100-6) Maron et al. [28] identified two WRKY family members after 6 h of Al treatment. These results suggest that this transcription factor may be involved in the regulation of other genes that contribute to acid soil tolerance in plants.

Zm.1871.1.A1_at is a protein with unknown function that was up-regulated in acid soil and in hydroponics, indicating that Al rather than low pH is the inducer. 

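Zm.1871.1.A1_at, without a description, rose in Cat100-6 on day 3 by 1.13 ± 0.24 (adjusted p = 0.0313, all acid arrays above all control arrays). In the same line on day 1 its difference was 0.64 ± 0.24 (adjusted p = 0.62), and in S1587-17 it was 0.63 ± 0.24 on day 1 (adjusted p = 0.0693) and 0.17 ± 0.24 on day 3 (adjusted p = 0.645). In acid soil on day 3 it was 1.23 ± 0.24 higher in Cat100-6 than in S1587-17 (adjusted p = 0.000584). The interaction of line and soil was -0.96 ± 0.34 on day 3 (adjusted p = 0.208), not called. Acid soil joins low pH and Al, and these arrays do not part them.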

Interestingly, this protein has a conserved domain typical of methyltransferases (MTase), which are responsible for methylation of several cellular components such as DNA, RNA, proteins and also small molecules [73]. These enzymes may also play important roles in disease resistance, growth and development [74]. Studies with rice [75], Arabidopsis [76] and tomato [40] have also identified members of this family as up-regulated after Al treatment. This is the first study to detect a potential role in acid soil tolerance for this maize protein.

A comparison of the transcriptional profile of roots grown in soil (this work) with that of roots grown hydroponically [28] showed only a minor overlap between these two growth systems. Although such comparisons are difficult because of differences in the chip platforms, conditions in different laboratories and other aspects, it strongly suggest that root responses in acid soil differ at least in part from those observed in hydroponic experiments. However, several pathways that are affected by Al in hydroponics were also observed in acid soil grown plants, as discussed below.

### Organic acid biosynthesis

Of particular interest are genes involved in organic acid biosynthesis, which can protect the plant from deleterious effects of Al by binding to it after being secreted by root apexes [77]. However, only one gene belonging to an organic acid biosynthesis pathway was identified as down-regulated in S1587-17 after a three-day treatment (citrate synthase - Zm.15069.1.A1_at). 

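Citrate synthase (Zm.15069.1.A1_at), which makes citrate in the tricarboxylic acid cycle, fell in S1587-17 on day 3 by 1.49 ± 0.19 (adjusted p = 5.31e-05, all acid arrays below all control arrays). On day 1 its value was -0.99 ± 0.19 (adjusted p = 0.00182), just inside the size limit, and in Cat100-6 it was -0.71 and -0.96 on days 1 and 3 (adjusted p = 0.258 and 0.02). The interaction on day 3 was -0.53 ± 0.27 (adjusted p = 0.402). Genes of organic acid conversion rose in S1587-17 on day 3: malate synthase (Zm.299.1.S1_a_at, shared probes) by 3.05 ± 0.96 (adjusted p = 0.0256), glyoxysomal malate dehydrogenase (Zm.5717.1.A1_at) by 1.15 ± 0.29 (adjusted p = 0.00775) and the malic enzyme gene me3 (Zm.15.1.A1_at) by 1.02 ± 0.17 (adjusted p = 0.000436). By symbol, 12 probe sets of organic acid metabolism had 1 called, with median -0.02 and mean 0.05 on day 3 and a camera direction of up (adjusted p = 0.627, and 0.717 with an estimated correlation). Among transporters of the tables, a MATE efflux protein (Zm.17263.1.A1_at) rose in Cat100-6 on day 3 by 1.09 ± 0.24 (adjusted p = 0.0346), with -0.09 in S1587-17. An aluminum-induced protein (Zm.8944.1.S1_at) rose in S1587-17 on day 3 by 1.40 ± 0.29 (adjusted p = 0.00234). These table genes were chosen by the study on these samples and are not independent evidence.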

Previous studies have suggested that Cat100-6 activates pre-existing anionic channels after exposure to Al but prior to activation of the organic acid biosynthesis pathways [23,25]. It has also been observed that the levels of citrate exudation induced by Al in Cat100-6 roots is higher than in other Al-sensitive genotypes (such as L53), but it stays constant over time [28], although no correlation between organic acid exudation and Al-alteration of genes of the organic acid biosynthetic pathway has been observed in maize [28,33].

### Oxidative stress in soil grown plants

Plant cells normally produce reactive oxygen species (ROS) due to cellular processes that result in reduction of oxygen molecules. Plants have several enzymes capable of producing ROS and others that fight ROS to avoid cellular damage. Al toxicity can lead to an imbalance that results in oxidative stress and increases in the activity of enzymes and genes that reduce ROS effects, as previously observed in maize [28,33,41,78,79] and other plant species [80-84]. Specifically in the case of the two maize lines used in this work, a previous study indicates that S1587-17 produces higher levels of ROS under Al stress, while ROS production remains constant in Cat100-6 [41]. 

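The oxalate oxidase Zm.503.1.A1_at, which releases hydrogen peroxide from oxalate, rose in S1587-17 on day 1 by 1.78 ± 0.61 (adjusted p = 0.0428), with -0.32 ± 0.61 on day 3 (adjusted p = 0.738). The 4 germins rose in S1587-17 on day 3: Zm.842.1.A1_at by 3.55 ± 0.97 (adjusted p = 0.0123), Zm.2525.1.A1_at by 2.62 ± 0.33 (adjusted p = 4.13e-05), Zm.1315.1.A1_at by 1.75 ± 0.51 (adjusted p = 0.0161) and Zm.9049.1.A1_x_at (shared probes) by 1.58 ± 0.25 (adjusted p = 0.000272). In each of these the acid arrays lie above the control arrays. On day 1 none of the 4 was called, with values from 0.32 (Zm.2525.1.A1_at) to 1.30 (Zm.842.1.A1_at). A respiratory burst oxidase (Zm.12390.1.A1_at), which makes superoxide, rose by 1.20 ± 0.10 on day 1 (adjusted p = 6.67e-07) and 1.17 ± 0.10 on day 3 (adjusted p = 7.64e-07). Of the 6 germins and oxalate oxidases of the tables, 5 were called higher on day 3 (median 2.19), chosen by the study on these same samples and not independent evidence.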

Expectedly, genes involved in ROS production such as an oxalate oxidase (Zm.503.1.A1_at) and four germins (Zm.1315.1.A1_at; Zm.2525.1.A1_at; Zm.842.1.A1_at and Zm.9049.1.A1_x_at) were up-regulated in S1587-17 after acid soil treatment. In contrast, the up-regulation of genes implicated in the production of ROS was not detected in the Al-tolerant genotype Cat100-6 under stress.

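In Cat100-6 none of these genes was called on either day. The oxalate oxidase Zm.503.1.A1_at had 0.00 on day 1 and 0.08 on day 3, each with standard error 0.61. The germins had 0.89 (Zm.842.1.A1_at), 0.70 (Zm.1315.1.A1_at), 0.57 (Zm.2525.1.A1_at) and 0.46 (Zm.9049.1.A1_x_at) on day 3, and the respiratory burst oxidase Zm.12390.1.A1_at had 0.51 ± 0.10 (adjusted p = 0.0186), under the size limit. The interaction of line and soil on day 3 was called for Zm.2525.1.A1_at (2.05 ± 0.46, adjusted p = 0.0403). It was not called for Zm.842.1.A1_at (2.66 ± 1.38, adjusted p = 0.404), Zm.9049.1.A1_x_at (1.12 ± 0.35, adjusted p = 0.142) or Zm.1315.1.A1_at (1.05 ± 0.71, adjusted p = 0.541), nor on day 1 for the oxalate oxidase (1.78 ± 0.86, adjusted p = 0.291). In acid soil on day 1 the oxalate oxidase differed between Cat100-6 and S1587-17 by -4.60 ± 0.61 (adjusted p = 6.1e-06). The interaction of 1.78 covers only part of this, so its level was higher in S1587-17 in control soil as well.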

Higher expression of oxalate oxidases in S1587-17 was also correlated with the up-regulation of peroxidases in the Al-sensitive genotype. 

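Peroxidases of the cell wall rose in S1587-17 on both days. The gene pox2 (Zm.315.1.A1_at) rose by 3.85 ± 0.97 on day 1 (adjusted p = 0.00838) and 4.58 ± 0.97 on day 3 (adjusted p = 0.00264), peroxidase 52 (Zm.11650.1.A1_at) by 3.03 ± 0.62 (adjusted p = 0.00253) and 3.42 ± 0.62 (adjusted p = 0.000925), and peroxidase 1 (Zm.13991.1.S1_at) by 1.58 ± 0.32 (adjusted p = 0.00241) and 2.52 ± 0.32 (adjusted p = 4.78e-05). POX3-1 (Zm.1616.1.A1_at) rose on day 3 by 5.16 ± 0.70 (adjusted p = 7.85e-05). By symbol, 5 class III peroxidases had median 1.07 on day 1 with 1 called (2 when adjusted over the list alone, camera adjusted p = 0.0219, and 0.409 with an estimated correlation). On day 3 they had median 1.97 with 4 called (4 adjusted over the list alone, adjusted p = 3.64e-05, and 0.283). On day 3 in Cat100-6 none was called (2 adjusted over the list alone, median 1.41, adjusted p = 0.00355, and 0.331). Of 18 peroxidases in the tables, 7 were called higher in S1587-17 on day 1, and 13 higher and 2 lower on day 3. They were chosen by the study on these same samples and are not independent evidence.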

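A probe set described in Table S3 as glutathione peroxidase, Zm.6203.2.A1_a_at (shared probes), rose in S1587-17 on day 1 by 1.15 ± 0.18 (adjusted p = 0.000513, all acid arrays above all control arrays). On day 3 its difference was 0.77 ± 0.18 (adjusted p = 0.00575), under the size limit. In Cat100-6 it was 0.45 on day 1 (adjusted p = 0.667) and 0.79 on day 3 (adjusted p = 0.0468), also under that limit. Glutathione peroxidases reduce hydrogen peroxide and lipid peroxides with glutathione.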

A gene encoding a glutathione peroxidase (Zm.6103.1.A1_a_at) was up-regulated in the Al-sensitive line, confirming the data obtained by Boscolo et al. [41], who found higher levels of this enzyme in S1787-17 under Al stress. In fact, more ROS scavenging genes were differentially expressed in S1587-17 than in Cat100-6, possibly reflecting a response to the up-regulation of ROS-producing genes. These data are in agreement with those from Maron et al. [28] suggesting that Cat100-6 has mechanisms that act before the oxidative stress takes place. However, none of the genes encoding superoxide dismutase were identified as up-regulated in S1787-17, in contrast to the induction of this enzyme [41] and transcriptional up-regulation detected previously in hydroponics [28].

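Monodehydroascorbate reductase (Zm.1708.1.S1_at), which recycles ascorbate, rose in S1587-17 by 1.57 ± 0.33 on day 1 (adjusted p = 0.00299) and 1.26 ± 0.33 on day 3 (adjusted p = 0.00979), and had 1.12 ± 0.33 in Cat100-6 on day 3 (adjusted p = 0.128). The glutathione S-transferase gst9 (Zm.540.1.A1_at) rose in S1587-17 on day 3 by 3.48 ± 0.64 (adjusted p = 0.000966) and gst8 (Zm.539.1.A1_at) by 3.22 ± 0.46 (adjusted p = 0.000123). In Cat100-6 on day 3 gst8 rose by 1.74 ± 0.46 (adjusted p = 0.0819). By symbol, 35 glutathione S-transferases had 4 called in S1587-17 on day 1 (median 0.50, adjusted p = 0.000267, and 0.409 with an estimated correlation) and 10 on day 3 (median 0.61, adjusted p = 7.36e-05, and 0.283). Cat100-6 had 2 on day 3 (4 adjusted over the list alone, median 0.28, adjusted p = 0.00108, and 0.331). The interaction of line and soil on day 3 called 3 of them (6 higher and 1 lower adjusted over the list alone, adjusted p = 0.0258, and 0.482). The 14 catalases, superoxide dismutases, peroxiredoxins and glutathione cycle enzymes had 0 called in either line by limma, with median 0.04 and 0.13 in S1587-17 on days 1 and 3 (adjusted p = 0.188 and 0.0575, the latter 0.283 with an estimated correlation). In the tables, 18 glutathione S-transferases hold 6 called in S1587-17 on day 1 and 14 higher and 1 lower on day 3, chosen by the study on these same samples and not independent evidence.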

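The superoxide dismutase probe sets with a symbol, named here because the sentence concerns them and after their values were seen, were not called in S1587-17. The cytosolic sod2 had -0.02 and 0.03 on days 1 and 3 by Zm.25.2.A1_a_at (shared probes) and -0.08 and -0.17 by Zm.25.2.S1_at. The gene sod3 (Zm.1987.1.A1_a_at, shared probes) had 0.04 and 0.16 (adjusted p = 0.686 and 0.0721), and Sod4A (Zm.242.1.A1_at) had 0.20 and 0.36 (adjusted p = 0.0942 and 0.00436). The last is a small difference that passes the adjusted p and not the size limit.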

The degree of ROS production and the enzymes involved in their metabolism may partially explain the differences in root growth detected in S1587-17 and Cat100-6 in acid soil. Together with oxalate oxidase, peroxidases act to remodel the cell wall during development and stress responses [85,86]. 

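On day 3 the interaction of line and soil was called for POX3-1 (Zm.1616.1.A1_at, 3.66 ± 0.99, adjusted p = 0.0895), which had 1.5 ± 0.70 in Cat100-6 (adjusted p = 0.335). By symbol, the 5 class III peroxidases had a median interaction of 1.26 on day 3 with 2 called (adjusted p = 0.00407, and 0.482 with an estimated correlation). In acid soil on day 3 peroxidase 52 (Zm.11650.1.A1_at) differed between Cat100-6 and S1587-17 by -3.49 ± 0.62 (adjusted p = 0.000213), pox2 (Zm.315.1.A1_at) by -2.83 ± 0.97 (adjusted p = 0.0311) and peroxidase 1 (Zm.13991.1.S1_at) by -2.36 ± 0.32 (adjusted p = 1.07e-05). In Cat100-6 itself pox2 had 2.32 ± 0.97 on day 3 (adjusted p = 0.285), peroxidase 52 0.88 ± 0.62 (adjusted p = 0.53) and peroxidase 1 0.94 ± 0.32 (adjusted p = 0.188). From the number of peroxidases raised in S1587-17, the paper proposes that they may be among the causes of the inhibited root growth, through ROS or through the wall. These arrays measure transcripts and not growth, so that step is not tested here.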

Our results indicate that the elevated number of peroxidases up-regulated in S1587-17 may be one of the causes of the root inhibition in this genotype, either by increasing ROS production or by changing the cell wall structure. On the other hand, Cat100-6 appears to be more effective at preventing ROS generation. This is supported by the smaller number of genes contributing to ROS production compared to the number observed in hydroponic culture [28,33] and also by the constitutive (i.e., independent of soil type) expression of ROS scavenging genes (such as GST) in Cat100-6.

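Averaged over soils and days, the 35 glutathione S-transferase probe sets had median -0.29 between Cat100-6 and S1587-17, with 3 called higher and 4 lower in Cat100-6 (camera adjusted p = 0.277). In acid soil 4 were higher and 6 lower on day 1, and 3 higher and 5 lower on day 3. Higher over all groups were gst6 (Zm.245.1.S1_at, 2.95 ± 0.08, adjusted p = 1.28e-16), gst10 (Zm.541.1.S1_at, 1.97 ± 0.08, adjusted p = 1.17e-13) and gst18 (Zm.813.1.S1_at, 1.31 ± 0.17, adjusted p = 1.87e-06), and gst13 (Zm.17475.1.S1_x_at, shared probes) differed by -6.66 ± 0.11 (adjusted p = 2.28e-20), these 4 named after the values were seen. The gene gst9 (Zm.540.1.A1_at) differed by -2.03 ± 0.32 over all groups (adjusted p = 1.95e-05) and by -3.56 ± 0.64 in acid soil on day 3 (adjusted p = 0.000223). Glutathione S-transferase 6 of the tables (Zm.883.1.A1_at) differed by -1.83 ± 0.25 over all groups (adjusted p = 3.01e-06). In the soil comparison, gst23 (Zm.561.1.A1_at) had 0.98 ± 0.24 in Cat100-6 on day 1 (adjusted p = 0.171) and 1.42 ± 0.24 in S1587-17 (adjusted p = 0.000776). Probe sets designed on one allele can read the other line lower, a limit of every line difference on this array. The paper describes S1587-17 as a somaclonal variant derived from Cat100-6 callus, and how far their alleles differ was not measured here.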

### The phenylpropanoid pathway is activated in Al-sensitive maize plants

The higher expression of peroxidases in S171587-17 in acid soil was also correlated with an increase in the expression of several genes implicated in the synthesis of monolignols. 

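Genes of monolignol synthesis, the building blocks of lignin, rose in S1587-17. The cinnamyl alcohol dehydrogenase gene cad (Zm.64.1.A1_at) rose by 1.20 ± 0.31 on day 1 (adjusted p = 0.00979) and 1.42 ± 0.31 on day 3 (adjusted p = 0.00328), and the laccase gene LAC1 (Zm.5757.1.A1_at), which acts on monolignols in the wall, by 2.38 ± 0.87 (adjusted p = 0.0561) and 2.42 ± 0.87 (adjusted p = 0.0465). A 4-coumarate CoA ligase (Zm.11845.1.A1_at) fell on day 3 by 1.94 ± 0.40 (adjusted p = 0.00214). By symbol, the 8 probe sets of this list had median 0.56 on day 1 with 3 called (adjusted p = 0.0129, and 0.409 with an estimated correlation). On day 3 the median was 1.32 with 3 called (adjusted p = 0.000731, and 0.283). The median in Cat100-6 on day 3 was 0.39 with none called (adjusted p = 0.02, and 0.349), where cad had 0.64 ± 0.31 and LAC1 1.53 ± 0.87. The interaction on day 3 called 1 (adjusted p = 0.0291, and 0.482). The tables describe 3 more, 2 higher and 1 lower on day 3, chosen by the study on these samples and not independent evidence.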

Genes related to lignin biosynthesis have often been identified as responding to Al stress in monocots [28,33,87,88], and higher lignin deposition has been associated with root growth inhibition in Al-sensitive wheat genotypes [87]. The phenylpropanoid pathway is the last biochemical step in the production of monolignols and the lignin polymer. The up-regulation of genes in the shikimate pathway, including shikimate kinases (Zm.3954.1.A1_at and Zm.10310.1.A1_at, are up-regulated in S1587-17/3 days) and chorismate mutase (up-regulated in S1587-17, Zm.9783.1.A1_at and Zm.10652.1.S1_at, and Zm.9867.1.A1_at constitutively expressed in Cat100-6) might increase the production of phenylalanine, the precursor for the phenylpropanoid pathway. 

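In S1587-17 on day 3 the shikimate kinase Zm.3954.1.A1_at rose by 1.26 ± 0.18 (adjusted p = 0.00013) and Zm.10310.1.A1_at by 1.04 ± 0.23 (adjusted p = 0.00364). The chorismate mutases, at the branch toward phenylalanine, rose by 1.74 ± 0.28 (Zm.9783.1.A1_at, adjusted p = 0.000325) and 1.41 ± 0.30 (Zm.10652.1.S1_at, adjusted p = 0.00297), and an arogenate dehydrogenase (ZmAffx.368.1.A1_at) by 1.04 ± 0.17 (adjusted p = 0.000395). On day 1 Zm.3954.1.A1_at rose by 1.02 ± 0.18 (adjusted p = 0.00105). In Cat100-6 on day 3 the values were 0.54, 0.32, 0.76, 0.20 and 0.69, none called, and no interaction was called for the kinases and mutases (lowest adjusted p = 0.109, Zm.3954.1.A1_at on day 1). The chorismate mutase Zm.9867.1.A1_at was 3.38 ± 0.08 higher in Cat100-6 over all groups (adjusted p = 3.63e-18), with soil differences of 0.20 and 0.34 in Cat100-6 and 0.23 and -0.19 in S1587-17, none called. The 5 table genes of this pathway were chosen by the study on these same samples and are not independent evidence.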

Cinnamoyl-reductase (Zm.3297.1.A1_at) and several O-methyltransferases were up-regulated at days 1 and 3 in the Al-sensitive line, indicating that S1587-17 might accumulate lignin, reducing root growth. Similarly, several genes related to callose biosynthesis were up-regulated in the Al-sensitive line at both time points (Zm.16347.1.A1_at - beta-glucan binding protein; Zm.14573.1.S1_at - glucan endo-beta-glucosidase 7 precursor; Zm.5768.1.A1_at - beta-glucanase precursor and Zm.12098.1.A1_at - endo-1,3;1,4-beta-d-glucanase precursor), corroborating the physiological data that show higher levels of callose in S1587-17.

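Cinnamoyl-reductase (Zm.3297.1.A1_at) rose in S1587-17 by 1.06 ± 0.18 on day 1 (adjusted p = 0.000859) and 1.48 ± 0.18 on day 3 (adjusted p = 3.54e-05). The interaction was 0.99 ± 0.26 on day 1 (adjusted p = 0.0854) and 1.25 ± 0.26 on day 3 (adjusted p = 0.0264), and over all groups the line difference was -2.92 ± 0.09 (adjusted p = 5.75e-16). The O-methyltransferase gene zrp4 (Zm.140.1.A1_at) rose by 1.42 ± 0.53 on day 1 (adjusted p = 0.0638) and 3.03 ± 0.53 on day 3 (adjusted p = 0.000705), with an interaction of 3.36 ± 0.75 on day 3 (adjusted p = 0.0401). Others of this group rose on day 3 alone: Zm.1544.1.A1_a_at (shared probes) by 2.39 ± 0.86 (adjusted p = 0.0465), Zm.2301.1.A1_at by 1.99 ± 0.78 (adjusted p = 0.0672) and Zm.1502.1.A1_at by 1.65 ± 0.36 (adjusted p = 0.00313). Of 6 O-methyltransferases in the tables, 6 were called on day 3 and 1 on day 1, chosen by the study on these same samples and not independent evidence. The paper proposes that lignin might accumulate in S1587-17 and slow the root.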

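The beta-glucan binding protein Zm.16347.1.A1_at rose in S1587-17 on day 1 by 1.46 ± 0.24 (adjusted p = 0.000564) and had 0.39 ± 0.24 on day 3 (adjusted p = 0.235). The glucan endo-beta-glucosidase precursor Zm.14573.1.S1_at fell on day 1 by 1.53 ± 0.17 (adjusted p = 1.92e-05) and had -0.70 ± 0.17 on day 3 (adjusted p = 0.00615). The beta-glucanase precursor Zm.5768.1.A1_at rose on day 3 by 1.58 ± 0.53 (adjusted p = 0.0354) and had 0.57 ± 0.53 on day 1 (adjusted p = 0.501). The endo-1,3;1,4-beta-d-glucanase precursor Zm.12098.1.A1_at rose on day 3 by 1.55 ± 0.34 (adjusted p = 0.0032) and had 0.38 ± 0.34 on day 1 (adjusted p = 0.474). In Cat100-6 none of the 4 was called, with values from -0.33 (Zm.14573.1.S1_at) to 0.92 (Zm.5768.1.A1_at) on day 3. The interaction was called for Zm.14573.1.S1_at on day 1 (-1.27 ± 0.24, adjusted p = 0.0212) and for none of the other 3. Callose itself is a measurement not analysed here.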

### Insights into hormonal responses to acid soil

Al has also been shown to impact root growth by modifying the levels of phytohormones such as auxin [89] and ethylene [8]. 

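In S1587-17 on day 3 the IAA amidohydrolase Zm.3056.1.A1_at, which frees auxin from a conjugate, rose by 1.05 ± 0.21 (adjusted p = 0.00168), and the anthranilate phosphoribosyltransferase Zm.1556.1.A1_at, of the tryptophan pathway, by 1.71 ± 0.50 (adjusted p = 0.0167). On day 1 the latter rose by 1.37 ± 0.50 (adjusted p = 0.0557) and the former had 0.60 ± 0.21 (adjusted p = 0.0464). The indole-3-acetate beta-glucosyltransferase Zm.18805.1.A1_at fell on day 3 by 1.04 ± 0.17 (adjusted p = 0.000312), with -0.32 ± 0.17 on day 1. The 3 genes had in Cat100-6 on day 3 0.38, 1.07 and -0.29, none called, and no interaction was called (lowest adjusted p = 0.145, for Zm.18805.1.A1_at on day 3). By symbol, 7 probe sets of auxin synthesis and transport had 0 called by limma in any soil comparison (on day 3 in S1587-17 median 0.05, camera adjusted p = 0.225).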

Genes encoding enzymes involved in auxin biosynthesis such as IAA amidohydrolase (Zm.3056.1.A1_at) and anthranilate phosphoribosyltransferase (Zm.1556.1.A1_at) were up-regulated in the root apex of the sensitive line S1587-17 when under acid soil stress, while the auxin-degrading enzyme indole-3-acetate beta-glucosyltransferase (Zm.18805.1.A1_at) was down-regulated after three days of acid soil exposure. Although auxin can induce new root formation, higher concentrations inhibit root elongation and enhance adventitious root formation. The genotype S1587-17 grown in acid soil developed significantly more lateral roots compared to plants grown under control conditions (data not shown). In coordination with the up-regulation of auxin-responsive genes (Zm.16990.1.S1_at, Zm.255.1.A1_at and Zm.5214.1.S1_at), its F-box receptor [90] was also up-regulated in S1587-17 (Zm.15393.1.S1_at). This might indicate a compensatory mechanism of primary root inhibition and lateral root stimulation to avoid nutrient and water deficiencies.

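The auxin response factor 7a (Zm.16990.1.S1_at) rose in S1587-17 on day 3 by 1.01 ± 0.26 (adjusted p = 0.00808) and the auxin-induced protein pcnt115 (Zm.5214.1.S1_at) by 1.81 ± 0.44 (adjusted p = 0.00638). Zm.255.1.A1_at, which carries the symbol see2a of a cysteine protease, had 0.93 ± 0.23 on each day (adjusted p = 0.00808 and 0.00756), under the size limit. The F-box protein Zm.15393.1.S1_at, of the auxin receptor family, rose on day 3 by 1.11 ± 0.15 (adjusted p = 9.55e-05) and had 0.56 ± 0.15 on day 1 (adjusted p = 0.0139). A second pcnt115 (Zm.2551.1.A1_at) rose on day 3 by 4.29 ± 0.73 (adjusted p = 0.0005) and an auxin influx carrier (Zm.4055.1.A1_at) by 1.06 ± 0.25 (adjusted p = 0.00532). The SAUR gene Zm.9217.1.A1_at rose on day 1 by 1.23 ± 0.20 (adjusted p = 0.000579). In Cat100-6 on day 3 the F-box gene had 0.22 ± 0.15, with an interaction of 0.89 ± 0.22 (adjusted p = 0.0599, under the size limit). Of the 8 auxin genes of the tables, 5 were higher and 2 lower on day 3, chosen by the study on these same samples and not independent evidence.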

The transcriptome response of the Al-susceptible line S1587-17 to acid soil treatment also involved the up-regulation of two ACC oxidases (Zm.18900.1.S1_at and Zm.7909.1.A1_at), suggesting activation of the ethylene production pathway. 

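The ACC oxidases, which make ethylene from its precursor, rose in S1587-17: acco20 (Zm.18900.1.S1_at) by 1.32 ± 0.34 on day 1 (adjusted p = 0.00904) and 1.26 ± 0.34 on day 3 (adjusted p = 0.0109), and Zm.7909.1.A1_at by 1.59 ± 0.28 on day 1 (adjusted p = 0.00109), with 0.97 ± 0.28 on day 3 (adjusted p = 0.0172). In Cat100-6 they had 0.13 and -0.15 on day 1 and 0.20 and 0.24 on day 3, none called. The interaction on day 1 was called for Zm.7909.1.A1_at (1.74 ± 0.40, adjusted p = 0.0618) and not for acco20 (1.19 ± 0.48, adjusted p = 0.208). By symbol, 5 probe sets of ethylene synthesis and signalling had median 0.52 on day 1 with 1 called (camera adjusted p = 0.0498, and 0.409 with an estimated correlation). On day 3 the median was 0.39 with 1 called (adjusted p = 0.105). Of 4 ethylene genes in the tables, 3 rose on day 1, chosen by the study on these same samples and not independent evidence. From the ACC oxidases the paper proposes that the ethylene pathway is active.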

The phytohormone ethylene mediates root growth inhibition [91,92], and treatment with inhibitors of ethylene perception increases root elongation [93]. Therefore, increased ethylene production is involved in root growth inhibition in the Al-sensitive genotype, and this response might be modulated not only by the germplasm but also by the culture conditions.

## Conclusion

In this study we have characterized the transcriptomic changes of maize roots growing in acid soil containing toxic levels of Al. Our data highlighted several metabolic pathways that are challenged due to the stress caused by acid soil, including those involved with ROS production and detoxification, cell wall structure and hormone biosynthesis. Several genes previously reported as up-regulated by Al treatment in hydroponic experiments were also identified in acid soil grown plants. Most interestingly, we found genes that provide interesting clues to the mechanisms underlying the acid soil tolerance of an Al-tolerant maize line. These genes encode a GDSL-motif lipase hydrolase family protein, a pod-specific dehydrogenase/retinol dehydrogenase 11, GRP, WRKY and two proteins of unknown function. Taken together, these data provide a better understanding of the basis of Al toxicity and tolerance in acid soils.

## Methods

### Plant material and growth conditions

Seeds from the tropical maize (*Zea mays *L.) inbred lines Cat100-6 and S1587-17 were geminated for two days in moist filter paper. Seedlings with similar initial root length were transferred to 0.5-liter plastic pots with 1 kg of soil (with 15% water - mL/Kg). Each bag received 20 seedlings, which were grown in a growth chamber at 26°C (light: dark, 16:8 h). Bags were weighed twice daily and the weight was completed with distilled water to maintain the humidity at 15%.

Plants were grown in a Dark Red Latossol sieved through a 4-mm mesh. Soil analysis indicted a pH of 4.1 and Al content of 10 mmol_c_/dm^3 ^(referred to as the acid soil treatment). Fertilization was applied to avoid nutritional stress and consisted of the following nutrients (mg/Kg of soil): 56 of N; 38.75 of P; 78 of K; 32 of S; 60 of Mg; 0.5 of B; 0.5 of Cu; 0.01 of Mo; 1.0 of Zn. The soil used in the control treatment was incubated with 0.8 g of Ca(OH)_2 _per Kg for one week prior the fertilization and the same amount of nutrient was added to the acid soil. The incubation with Ca(OH)_2 _increased the pH to pH 5.5 and the presence of free Al was no longer detected. The acid soil also received a correction for Ca through the addition of a CaCl_2 _solution to compensate for the Ca(OH)_2 _added to the control soil. The soil was thoroughly mixed to reduce natural variability of the physical and chemical properties and to ensure homogeneous fertilization.

### Relative root growth (RRG)

Before transferring the seeds to soil, the initial root length of each seedling was measured. After each growth period (1 and 3 days), the pots were cut and the soil was gently removed to expose the roots. Each root was washed in running water to remove the excess soil and the root length was measured. Root growth (RG) was calculated as the final length (after growth in soil) minus the initial length. The relative root growth (RRG) of each maize line was calculated as the RG of all the seedlings grown in acid soil divided by the mean RG of all the seedlings grown in control soil times 100.

### Aluminum quantification

Al quantification was carried out as described by Bloom et al. [94] after the roots were washed in acidified water (pH 4.0). Measurements were performed in a spectrofluorometer (ISS PCI Photon Counting Spectrofluorometer) with lamp intensity of 10 A, emission and excitation gap of 2 mm. The excitation wavelength was 390 nm and the emission wavelength was 497 nm. Each sample was measured 10 times with a quartz cuvette (optical length of 1 cm). A standard curve was made with serial dilutions of AlCl_3_.

### Callose quantification

Callose content was quantified as described by Jones et al. [95] with modifications. Ten root apexes were fixed in formalin. After 48 h, the solution was replaced with 200 μL of NaOH (1 M) and the root tips were disrupted with the use of a pistile. After 24 h, an additional 800 μL of NaOH (1 M) was added to each sample and they were placed in a water bath at 80°C for 15 minutes. The samples were rapidly centrifuged at 1000 g after cooling off. A total of 400 μL of the upper phase was transferred to a new tube and 800 μL of aniline blue solution (0.1% - w/v), 420 μL of HCl (1 M) and 1,180 μL of glycine/NaOH buffer (pH 9.5) were added, and they were incubated at 80°C for 20 minutes. Callose content was quantified in a spectrofluorometer, as described above, but with an excitation wavelength of 385 nm and an emission wavelength of 485 nm. Each sample was read 10 times with a quartz cuvette (optical length of 1 cm). A standard curve was made with serial dilutions of curdlan solution. The amount of Al-induced callose deposition was calculated as the quantity in the acid soil treatment minus the quantity in the control soil treatment.

### RNA extraction

RNA was extracted with an RNeasy Plant Mini Kit (Qiagen, Valencia, USA). The RNA was evaluated in an agarose/formaldehyde gel, quantified in a spectrophotometer and stored at -80°C.

### Microarray hybridization and analysis

For the microarray experiment, three independent replicates were used, for a total of 24 samples. Two micrograms of each RNA sample was processed and hybridized to the Affymetrix GeneChip^® ^Maize Genome Array as described by the manufacturer's protocol. The hybridization, staining, washing and scanning were performed at Laboratório Nacional de Luz Sincrontron (LNLS), Campinas, SP, Brazil, with the use of the Command Console Software (Affymetrix, USA). The data were normalized with the RMA method, log_2 _transformed and loaded into SAS (SAS Institute, USA) to perform the contrasts. A one-way analysis of variance (ANOVA) was used to separate the contribution of each effect on the expression level of a given gene. The model used was: *y*_*ikl *_= μ + *G*_*i *_+ *Ta*_*k *_+ *Te*_*l *_+ *(G *× *Ta)*_*ik *_+ *(G *× *Te)*_*il *_+ *(G *× *Ta *× *Te)*_*ikl *_+ *ξ*_*ikl *_where *μ *is the sample mean, *G*_*i *_represents the genotype effect for the i^th ^genotype (e.g., Cat100-6 or S1587-17) (df = 1), *Ta_k _*is the effect of the k^th ^Treatment (e.g., acid soil or control soil) (df = 1), *Te_l _*is the effect of l^th ^time point (e.g., 1 or 3 days) (df = 1), *(G *× *Ta)*_*ik *_is the effect of interaction between genotype and treatment (df = 1), *(G *× *Te)*_*il *_is the effect of interaction between genotype and time point (df = 1), *(G *× *Ta *× *Te)*_*ikl *_is the effect of interaction between genotype, treatment and time (gl = 1) and *ξ_ikl _*is the residual error. Least-square means for each gene in each sample were generated and differential estimates (DE) of expression were calculated as the difference between least-square means for each of the terms in the model. DE values were calculated between the acid and control soil treatments and also between genotypes. The false discovery rate (FDR) was set to 10% to control Type I errors [96]. Q values were calculated from *P*-values using the software Q-value from the R platform [97]. Only the genes with DE above 1 were further analyzed. The list of differentially expressed genes was annotated with the use of Blast2GO software http://www.blast2go.org[98-100] using default settings.

### Hydroponic culture

To validate the microarray data and to separate the effect of pH from that of Al, a hydroponic experiment was performed. The basic solution consisted of 0.5 mM CaCl_2_; 0.125 mM MgCl_2_; 1 mM KCl; 1 mM NH_4_NO_3_. This basic solution was divided into two portions and their pHs were corrected to 5.5 (control solution) and 4.2. The solution with the pH of 4.2 was again divided in two and one portion received 36 μM AlCl_3_. This Al concentration yielded the same RRG as was obtained with soil treatment (data not shown). The plants were grown in a growth chamber at 26°C (light: dark, 16:8 h) with constant solution aeration.

### Real Time qPCR

To validate the microarray results, RNA from two additional independent replicates was treated with DNase I Amplification Grade (Invitrogen, USA) and cDNA was synthesized from 2 μg of RNA using High Capacity RNA-to-cDNA Kit (Applied Biosystems, USA). Real-time qPCR for eleven genes identified as differentially regulated in at least one of the experimental conditions was performed with an ABI 7500 (Applied Biosystems, USA) using Sybr Green I PCR Master Mix (Applied Biosystems, USA). The primers were designed using Primer Express 2.0 software (Additional file 2: Table S6). The efficiency of each pair was tested with a relative standard curve experiment. The maize tubulin gene (Zm.6045.1.A1_s_at) was used as an endogenous control. As the efficiency of all the primers was near 100%, the relative expression was calculated by the ΔΔCt method. For microarray validation, the ΔCt values were calculated for each gene in each sample, log_2 _transformed and plotted against its corresponding least-square means data from the microarray. For the hydroponic experiment, the ΔΔCt values were calculated relative to the ΔCt from the pH 5.5 treatment.

## Authors' contributions

LM designed the experiments; performed the microarray hybridizations, data analysis and interpretation; and drafted the manuscript. MK evaluated the data from the microarrays and edited the manuscript. FRS helped with the comparison of the data from the acid soil and hydroponic experiments. RAJ helped with the experiments in acid soil and interpretation of the data. MM designed the experimental approach, led and coordinated the project and edited the manuscript. All authors have read and approved the final manuscript.

## Note

**Accession numbers: **The gene expression data were deposited at The Gene Expression Omnibus (GEO) Database under access number GSE21070

**Supplementary Materials: **Submitted as a additional files

## Supplementary Material

Additional file 1 **Figure S1**. Root phenotype under control (first and third row) and acid soil (second and fourth row) conditions after one day of treatment (A), three days of treatment (B). **Figure S2**. Functional analysis of genes differentially expressed in S1587-17 after one day of treatment in acid soil. A: Up-regulated; B: Down-regulated. All of the genes that did not present Gene Ontologies were removed from the analysis. **Figure S3**. Functional analysis of genes differentially expressed in S1587-17 after three days of treatment in acid soil. A: Up-regulated; B: Down-regulated. All of the genes that did not present Gene Ontologies were removed from the analysis. Click here for file

Additional file 2 **Table S1: Genes differentially expressed in Cat100-6 after one day of acid soil treatment**. FDR = 10% and DE ≤ 1. **Table S2**: Genes differentially expressed in Cat100-6 after three days of acid soil treatment. FDR = 10% and DE ≤ 1. **Table S3**: Genes differentially expressed in S1587-17 after one day of acid soil treatment. FDR = 10% and DE ≤ 1. **Table S4**: Genes differentially expressed in S1587-17 after three days of acid soil treatment. FDR = 10% and DE ≤ 1. **Table S5**: Genes that were differentially expressed in Cat100-6 grown both in soil (this work) and hydroponics [27] and in S1587-17 grown in soil (this work) and L53 in hydroponics [27]. **Table S6**: Primers designed for real-time qPCR. Click here for file

# Supplementary material for: Transcriptional profile of maize roots under acid soil growth
**Source:** BMC Plant Biol. 2010 Sep 9;10:196. doi: 10.1186/1471-2229-10-196
**Supplement:** Additional file 1 — Figure S1. Root phenotype under control (first and third row) and acid soil (second and fourth row) conditions after one day of treatment (A), three days of treatment (B). Figure S2. Functional analysis of genes differentially expressed in S1587-17 after one day of treatment in acid soil. A: Up-regulated; B: Down-regulated. All of the genes that did not present Gene Ontologies were removed from the analysis. Figure S3. Functional analysis of genes differentially expressed in S1587-17 after three days of treatment in acid soil. A: Up-regulated; B: Down-regulated. All of the genes that did not present Gene Ontologies were removed from the analysis.

Supplemental Material 1

Mattiello et al. (2010) BMC Plant Biology

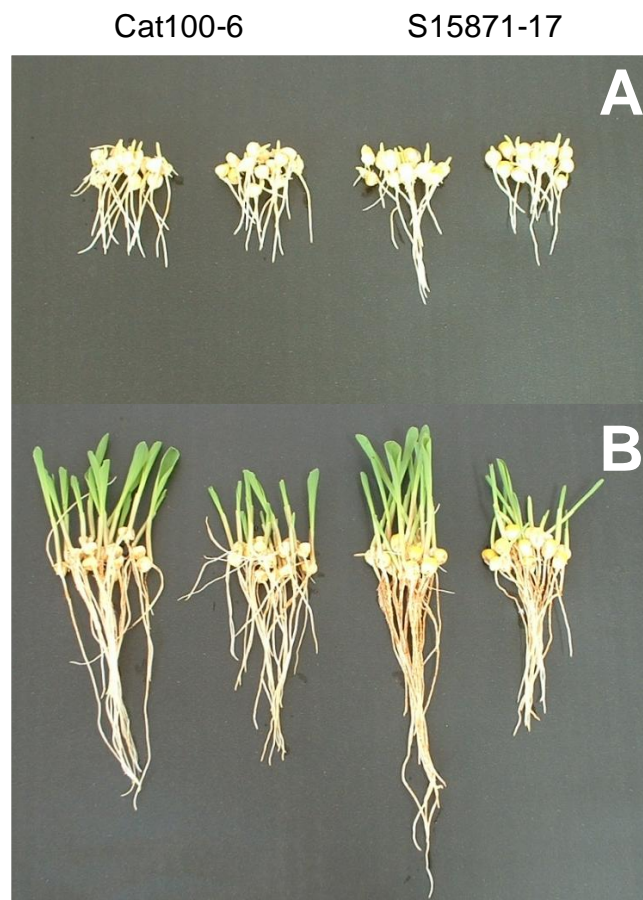

Figure S1. Root phenotype under control (first and third row) and acid soil (second and fourth row) for 1 day treatment (A), 3 days treatment (B).

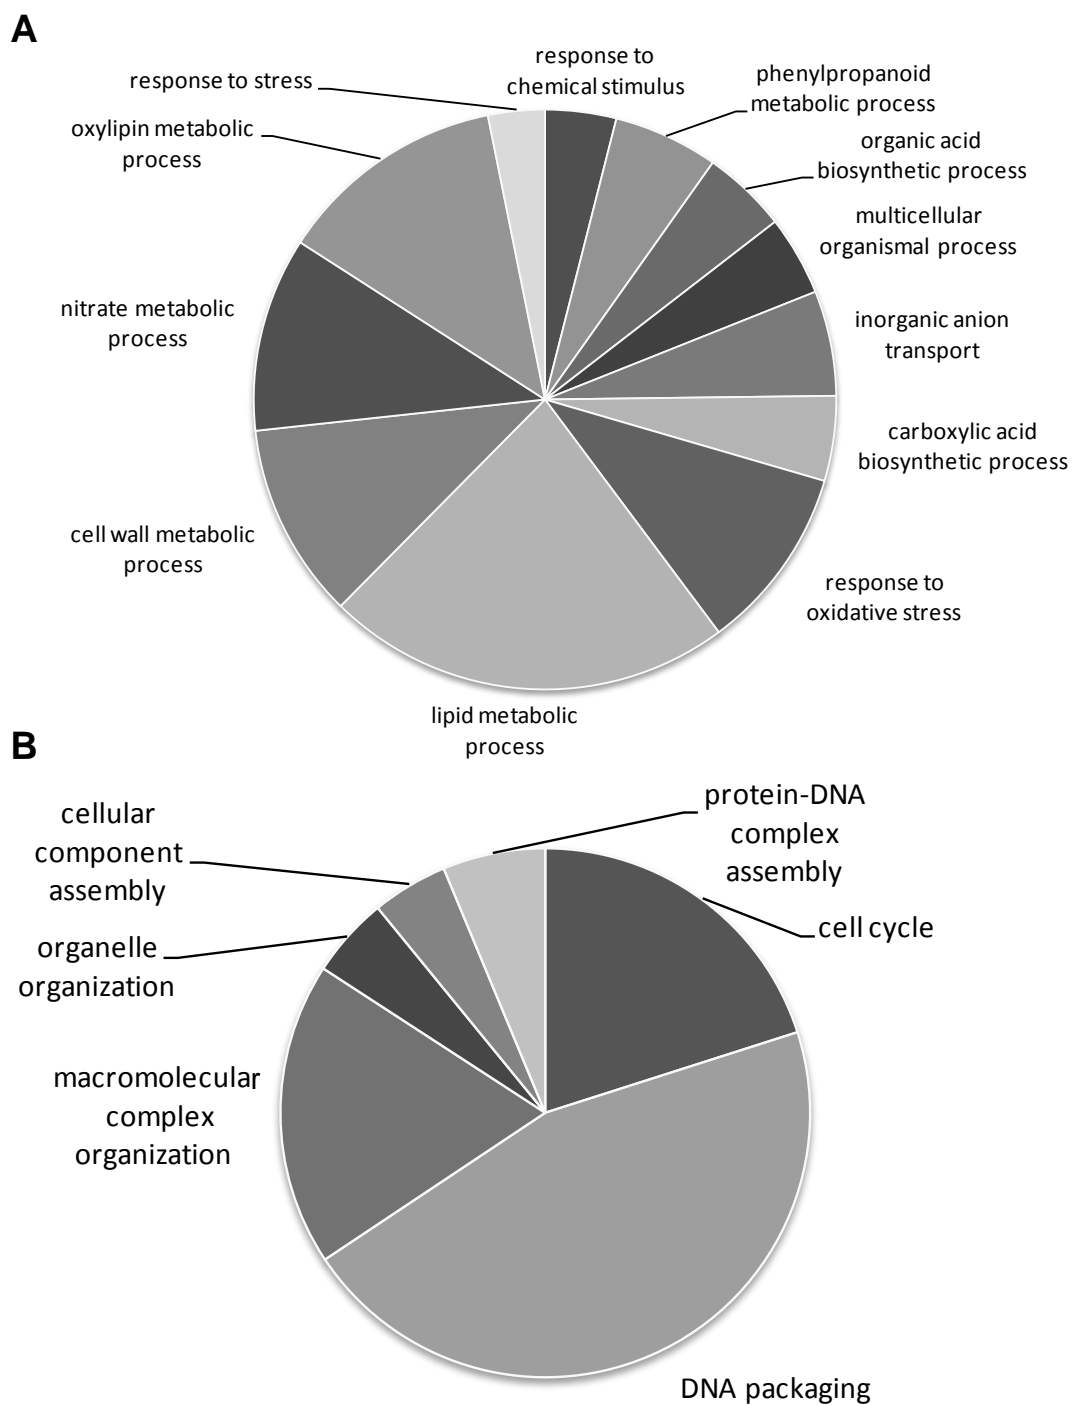

Figure S2. Function analysis of genes differentially expressed in S1587-17 after 1 day of treatment in acid soil. A: Up-regulated; B: Down-regulated. All the genes that didn't present Gene Ontologies were removed from the analysis.

A

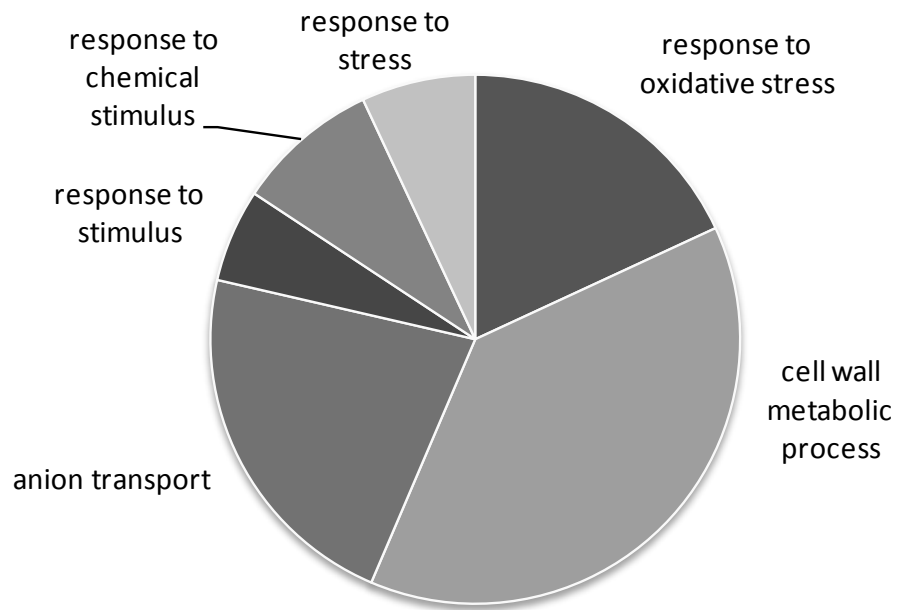

B

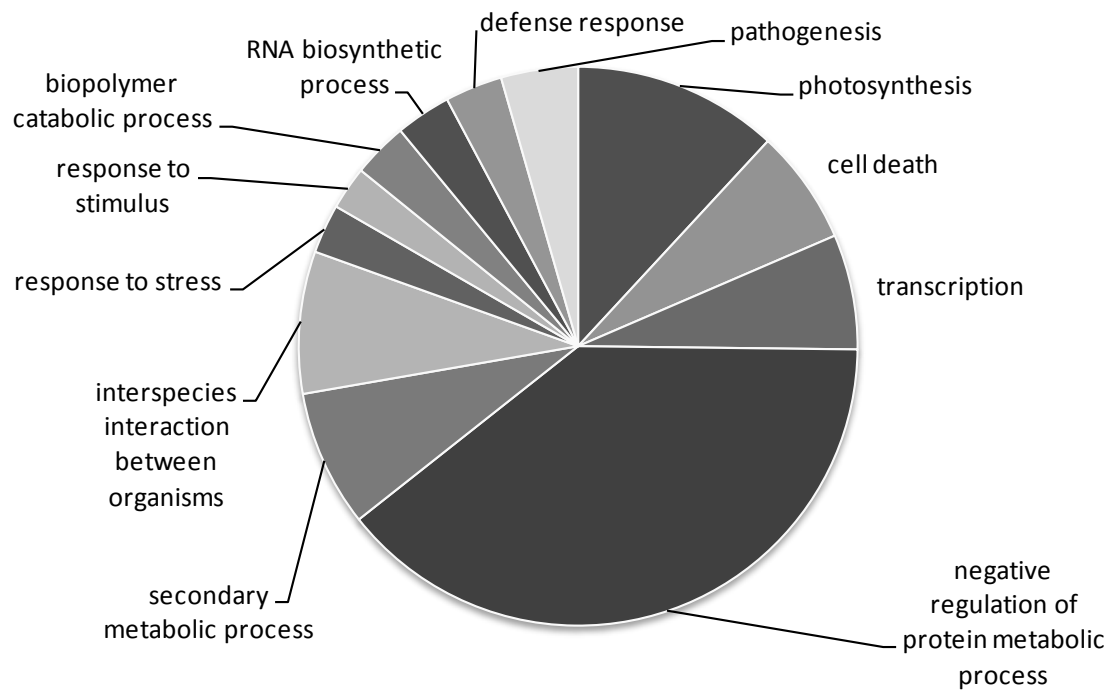

Figure S3. Function analysis of genes differentially expressed in S1587-17 after 3 days of treatment in acid soil. A: Up-regulated; B: Down-regulated. All the genes that didn't present Gene Ontologies were removed from the analysis.

How the deposited data were processed for this re-analysis (not part of the article)

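Root tips (the first 5 mm) of the maize lines Cat100-6 (tolerant) and S1587-17 (sensitive), grown for 1 or 3 days in limed control soil or in acid soil, were measured on 24 Affymetrix Maize Genome Arrays, 3 for each of 8 groups of line, soil and day. The authors scanned the arrays with Command Console Software and deposited log2 expression values per probe set after RMA (background correction, quantile normalization between arrays, median polish over probes); the version of RMA is not given in the sources used here. The values run from 1.81 to 14.1 and were used as deposited, with no further scaling. Of 17734 probe sets, 113 control probe sets (AFFX) were left out, since they report spiked or control sequences, and 17621 were tested; 66 reporter probe sets stayed in. No array was left out, and no pair of arrays was identical. For arrays it is the number of samples, 3 per group, that limits precision. The median probe set had a mean of 7.25, and the array medians lay between 7.19 and 7.38. Each array correlated with the other arrays of its group at a mean r of 0.985 to 0.996. Reporter probe sets had a median of 3.04 and a 95th percentile of 6.08, and the lowest 0.25 of probe sets lay below 4.97, so values in that range are near background.

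All 24 arrays entered 1 linear model with a mean for each of the 8 groups (16 residual degrees of freedom), fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The comparisons were the soil effect (acid minus control) in each line and day, the line difference (Cat100-6 minus S1587-17) in each soil and day and its mean over the 4, the interaction of line and soil (soil effect in S1587-17 minus that in Cat100-6) on each day, the interaction of day and soil in each line, and the day difference in control soil. A probe set is called where its Benjamini-Hochberg adjusted p over all tested probe sets is under 0.1 and its absolute log2 difference above 1, the thresholds of the paper's Methods. Values are given as log2 difference ± standard error from this model, with n = 3 arrays in each group. A probe set is separated where its 3 arrays of a group all lie on a single side of the 3 of the other. By chance 10% of unchanged probe sets do so on average over splits. Deviations shared across an array can move this share in a single comparison. Tables were read with pandas 2.3.3 in Python 3.11.15.

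Genes are named by the symbols given for the probes of the array, updated through the gene table of assembly Zm-B73-REFERENCE-NAM-5.0 (1377 symbols). Only 1452 probe sets carry 1 symbol, 1 carries several, and 16281 have no gene listed; for these the description in Tables S1 to S4 is used where there is any, which holds for 637 of 1011 probe sets in those tables. Suffixes _s_at, _x_at and _a_at mark probes shared between transcripts. The 227 named probe sets were set by a rule: every probe set that the paper names in its text, the boxes of Figure 6 or Table S6; for each soil effect the 5 called with the largest positive and the 5 with the largest negative difference among separated ones; for each gene list up to 4 called members per soil effect with the largest absolute difference; and for each interaction and line difference the 3 largest positive and the 3 largest negative (separated, for line differences). Values in Tables S1 to S4 had been seen when this rule was written. Any gene outside it is said to be chosen after the values were seen.

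Gene lists were tested with camera of limma with the correlation between genes preset at 0.01, with the correlation estimated from the data, and with fry; a list is called where its p, adjusted over the lists of a comparison, is under 0.1. The 32 lists of symbols were written after the annotation arrived, from the symbols alone and before any test was run, because the annotation held no descriptions for the 38 patterns planned. Those patterns were applied to the descriptions in Tables S1 to S4, where members were only counted, as the study chose them on these samples. List counts are of probe sets, and several may be of 1 gene. Counts of members per list were also adjusted over the list alone.

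The replicate numbers 1 to 3 come from the sample titles, and the sources used here do not say what they share. Before calls were compared, the deviations of acid and control arrays with the same number were correlated, and a number was taken to pair arrays where every r was above 0.1. On day 1 it was (Cat100-6 r = 0.17, 0.18 and 0.25; S1587-17 r = 0.74, 0.30 and 0.61), and on day 3 it was not (Cat100-6 r = -0.35, 0.00 and 0.06; S1587-17 r = 0.13, 0.02 and -0.02). Over all groups, arrays of the same number had a mean r of 0.0653 and others -0.0321, and 15 of 24 arrays were most like an array of their own number. The model has no block; blocked fits were alternatives.

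The 12 alternatives set before the data were examined were an ordinary t, Storey q values (lambda 0.05 to 0.95), both together as in the paper's Methods, only the arrays compared, a trended and robust prior, the dimmest 0.25 of probe sets left out, cyclic loess, median centring, array weights, adjusted p under 0.05, a replicate block, and a replicate block by line and day; each array was also left out in turn. Chosen after the values were seen were the same alternatives for the further comparisons, a fit without both replicate 1 arrays of S1587-17 on day 1, a fit with probe sets that share an ID stem stacked as repeat measurements (16792 IDs), 100 simulated overlaps that keep the shared arrays, 99 shuffles of whole-array deviations from the group means as a chance level for interactions, and 10000 draws of random pairings. The calls of the model were tested on simulated data with 200 of 17621 probe sets changed by a log2 difference of 1.5: 91% to 98.5% were called, with 0 to 4 false calls. The simulated noise was independent between probe sets and of 1 size in all groups. It held no deviations shared across an array and no pairing of replicate numbers. The rates therefore check the fit and are no error rates for these arrays. Soil chemistry, root growth and quantitative PCR were not analysed here.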

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

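The tests on other probe sets of a cluster, on control samples alone, on the list members along the component and between days, and on shuffled deviations of whole arrays were chosen after the first results for these patterns were seen; the prediction for the list members between days in Cat100-6 was written after its value was seen, and every other before its own result.

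Interactions of line and soil stand here because they test a difference between groups: 97 probe sets were called on day 1 and 174 on day 3. Of 100 ways to split the soil labels within each line, 16 call as many on day 1 (highest other count 451) and 8 on day 3 (highest 616), but 9 of the 16 and 7 of the 8 keep the soil labels of S1587-17 and so hold its soil effect, which leaves these splits undecided. Of the 81 splits that keep the labels of neither line, 6 call as many on day 1 (highest 420, which points to a structure of the samples) and 0 on day 3 (highest 14). With the deviations of whole arrays from their group means shuffled over the 24 arrays, only 1 of 100 orders, the real one, reaches the count on day 1 (highest other 75) and on day 3 (highest other 1). This argues against chance values of single arrays only if all groups vary alike and replicate numbers do not pair. On day 1 the numbers pair. The standard deviation of an array around its group mean was 0.13 to 0.152 in Cat100-6 control soil and 0.167 to 0.291 in S1587-17 acid soil. The shuffles therefore do not decide day 1, and on day 3 they reached 0.259 in S1587-17 acid soil and 0.178 in Cat100-6 control soil. Named genes with a called difference on day 1 include Zm.10091.1.A1_at (5.31), Zm.16353.1.S1_at (2.58), nrx1 (Zm.411.1.A1_at, 2.40) and Zm.7909.1.A1_at (1.74), whose soil effect was higher in S1587-17, and ZmAffx.1097.1.S1_at (-2.16), Zm.9377.1.A1_at (-2.07), Zm.16312.1.S1_at (-1.79), Zm.19066.1.S1_at (-1.49) and Zm.14573.1.S1_at (-1.27). On day 3 they include Zm.9879.2.S1_at (4.03), Zm.14687.1.S1_s_at (3.71, shared probes), POX3-1 (Zm.1616.1.A1_at, 3.66), Zm.2525.1.A1_at (2.05), Zm.13248.1.S1_at (1.505), Zm.7576.1.A1_at (1.26), Zm.3297.1.A1_at (1.25), a late embryogenesis abundant gene (Zm.2762.1.A1_at, -4.26), Zm.16838.2.A1_a_at (-3.63, shared probes), Zm.13389.1.S1_at (-3.49), Zm.19066.1.S1_at (-2.04), Zm.19227.1.S1_at (-1.94) and Zm.10017.1.A1_at (-1.56). Between days, 72 probe sets of S1587-17 changed their soil effect (as many in 6 of 100 splits, highest 1005, of which 5 keep the labels of 1 day; 2 of 100 shuffles, highest other 92) and 0 of Cat100-6 by limma (698 at unadjusted p < 0.05; 100 of 100 splits reach 0, highest 12). In S1587-17 they include TIP3.1 (Zm.12825.1.S1_at, 5.34), Zm.11606.1.S1_at (4.25), POX3-1 (Zm.1616.1.A1_at, 4.08), Zm.2525.1.A1_at (2.30), Zm.3566.1.A1_at (-2.58), Zm.9368.1.A1_at (-2.61) and Zm.7385.1.A1_at (-4.50). In all, 29 such values are given for 26 genes, and 43 further named values are called.

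Comparisons for which the paper gives no gene count gave calls as well: 1172 probe sets differ between the lines in control soil on day 1 and 1149 on day 3, 1178 in the mean over the 4 line differences, and 366 in Cat100-6 and 358 in S1587-17 between days in control soil. Splits of 3 against 3 arrays are 10, too few for a test: the highest other counts are 0, 0, 4 and 1 for these 4 comparisons, each with the real split as the only 1 of 10 to reach its count. The same holds for the soil effects of Cat100-6 (10 against 1 on day 1, 68 against 2 on day 3), S1587-17 on day 3 (787 against 6) and the line differences in acid soil (1825 against 1, 1422 against 11). For S1587-17 on day 1, 2 of 10 splits reach 402, since the split of both replicate 1 arrays with control replicate 2 against the rest calls 515; a replicate block gives 421, and a block by line and day 440. For the mean line difference, 1 of 100 shuffles within soil and day reaches 1178, the real one (highest other 451).

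The line difference is found in both soils and on both days, although the paper describes S1587-17 as a somaclonal variant derived from Cat100-6. For alleles that hybridise differently as the whole cause of the line difference, a prediction was set. Other probe sets of a called cluster would follow no more often than random ones. Here 14.34% of 258 pairs follow (random 95th percentile 12.79%), just over that bound. Pairs with both members called count in both directions, unlike the random pairings. An allele can also differ at several probe sets of a cluster, which would then follow under the allele explanation too. The test therefore cannot decide, and alleles as the whole cause stay open. The 6 pairs by symbol, with 0% following, are too few. Cluster pairs follow at 53.06% of the share seen in the soil effect of S1587-17 on day 3, which leaves a part open too. With the actin 3' minus 5' difference in the model 73.43% of called probe sets stay called, which meets the bound set against RNA integrity. The actin slope comes from differences within groups, while actin values barely overlap between the lines. This test therefore cannot exclude RNA integrity. By a permutation test over 10000 orders shuffled within chromosomes, called genes are neighbours no more often than by chance (permutation p = 0.491), so whole chromosome segments stay open.

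The genes called in S1587-17 on day 3 shift the same way in Cat100-6 (mean 0.4423 in the called direction, against 1.641 in S1587-17). Another split of the Cat100-6 arrays gives 0.4681, 2 of 10 reach the real value, and 10 splits are too few to exclude chance. With the actin difference in the model the shift is 0.3909, which meets the bound set against RNA integrity. The actin slope comes from differences within groups, so the test covers only what follows actin there. It cannot exclude RNA integrity. For 1 response at different sizes, the prediction set was that genes called in Cat100-6 alone shift in S1587-17 by over 50% of their size. They shift by 29.15%, which leaves it open. These genes were chosen as called in Cat100-6 and not in S1587-17, which raises the first size and lowers the second, so the bound is not a fair one.

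The division and histone lists have negative medians in S1587-17 on day 1 (-0.4507 and -0.4573), though neither list passes with an estimated correlation. The first component within Cat100-6 groups follows the soil effect of S1587-17 on day 3 over all probe sets (absolute r = 0.4139, and 0.3726 in control groups alone), which does not bear on the list members; 50.91% of these lie on the side that a share of root zones predicts, so this is open. For an older root stage, r = 0.08272 with the day difference in Cat100-6 control soil lies under the bound set against it, but that bound was set on all probe sets and on day 3, not on the members. These change between days by a median of -0.06182 in Cat100-6 and -0.03578 in S1587-17, far less than their fall, so age would account for little of it, though neither is 0 or above, the bound that would exclude it. Without both replicate 1 arrays the cell cycle list falls further on day 1 (median -0.5183 against -0.4507), which argues against replicate 1 as the cause.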

How the results depend on the processing

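Replicate 1 of S1587-17 on day 1, the stacked IDs and all settings of the day, day by soil, control-soil and mean line comparisons were chosen after the results were seen; the other settings were planned. The line differences, the soil effect of S1587-17 on day 3 and that of Cat100-6 on day 1 stayed within 1.5 times their counts under all settings except single arrays left out. No called value of a named probe set and no list past its limit changed direction. Some values not called did, such as 38 of 7482 with an array left out and 10 of 288 lists with shared probe sets left out. The cause of the changes below was not tested. Adjusted p under 0.05 is stricter, dim probe sets left out tests fewer genes, and only the arrays compared takes the spread from those arrays alone. That setting gave 765 against 787 in S1587-17 on day 3, so fewer arrays alone do not account for its 160 on day 1. The standard deviation of an array around its group mean reached 0.291 in S1587-17 and 0.187 in Cat100-6 on day 1. The shared spread of the main fit may be too small for the former.

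Array weights gave 201 calls for Cat100-6 on day 3, 747 for S1587-17 on day 1, 544 and 489 for the line by soil interactions on days 1 and 3, 5 and 552 for day by soil in Cat100-6 and S1587-17, and 44 in the overlap on day 3. Only the arrays compared gave 160 for S1587-17 on day 1, 24 for the interaction on day 1, 5 for day by soil in S1587-17, and 0 and 5 in the overlaps. Ordinary t gave 53 and 104 for the interactions, 36 for day by soil in S1587-17, and 0 and 6 in the overlaps; Storey q gave 146 for the interaction on day 1, and ordinary t and Storey q 0 in the day 1 overlap. Adjusted p under 0.05 gave 29 and 101, 40 for day by soil in S1587-17, and 0 and 6 in the overlaps. Dim probe sets left out gave 1 for day by soil in Cat100-6 and 0 in the day 1 overlap, and cyclic loess 0 there. The replicate block by line and day gave 116 for Cat100-6 on day 3, 207 and 326 for the interactions, 237 for day by soil in S1587-17 and 17 in the day 3 overlap; the replicate block gave 2 for day by soil in Cat100-6. Of 938 named values the replicate block moved 6 under the threshold and 1 over it, and the others kept their call. Of 288 list values, camera with the replicate block made 3 weaker and 2 stronger and changed the direction of 1. Without both replicate 1 arrays, the interaction on day 1 has 238 calls.

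Gene lists past the threshold fell to 0 in every comparison under camera with estimated correlation. Fry, and fry with replicate block, gave 0 and 0 lists for Cat100-6 on day 1, 0 and 7 on day 3, 22 and 22 for the line difference in acid soil on day 1, 14 and 14 on day 3, 0 and 0 for either interaction, and 23 and 24 for the mean line difference. With shared probe sets left out the line differences in acid soil had 4 and 0.

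With single arrays left out, where an arm of 2 is assumed to vary like the other groups, counts ran from 6 (without acid replicate 3) to 9 for Cat100-6 on day 1, 24 to 151 on day 3 (every array but control replicate 1 moved it; lowest without acid replicate 3, highest without acid replicate 1), 223 to 796 for S1587-17 on day 1 (replicates 1 and 3 of both soils), 592 to 1016 on day 3, 1578 to 2337 and 1344 to 1604 for the line differences in acid soil, 25 to 454 for the interaction on day 1 (all but Cat100-6 control replicate 3 and acid replicate 2), 63 to 488 on day 3 (Cat100-6 control replicate 1 and acid replicate 2, S1587-17 control replicate 3 and all acid arrays), 0 to 2 and 27 to 328 for day by soil (in S1587-17 control replicates 1 and 2 of both days, acid replicates 2 and 3 of day 1 and 1 and 3 of day 3), 1098 to 1317 and 1111 to 1178 for the line differences in control soil, 1146 to 1239 for their mean, 213 to 354 and 307 to 435 for the day differences (in Cat100-6 day 1 replicate 1 and day 3 replicate 3), and 0 to 1 and 2 to 29 for the overlaps (Cat100-6 control arrays on day 1; all acid arrays and control replicate 2 on day 3). Of 938 named values, 90 were weaker at adjusted p under 0.05, 61 under ordinary t and 5 under ordinary t and Storey q. Values near the reporter level (95th percentile 6.08) are limited by background. The block by line and day was not run for day differences, which it cannot fit.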

Differences from the paper's values

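The settings without a planned name below, with stacked IDs and a log2 difference that rounds to 1.00 or more, were chosen after the values of the paper were compared.

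The paper counts none of the genes called in Cat100-6 on day 1 as higher than in S1587-17 in acid soil; here there is 1 (Zm.11983.1.A1_at, 1.84 between the lines, adjusted p = 1.92e-05), chosen after its values were seen. The count is 0 under ordinary t, ordinary t and Storey q, only the arrays compared, dim probe sets left out, cyclic loess and adjusted p under 0.05, and 1 under Storey q, trend and robust, median centring, array weights and both blocks. Of the other 16 counts compared none is over 1.5 times apart from the paper's, the limit set for a difference (such as 10 against 8, 68 against 59 and 402 against 339), and none of 64 log2 differences of named genes lies outside its limits. With stacked IDs, an ordinary t, Storey q with the AFFX probe sets in and that rounding, chosen after the values were seen, the counts are 8, 59, 399 and 776 for Tables S1 to S4 with 0 of the tables' genes dropped; with a difference above 1 they are 8, 58, 391 and 772, with 0, 1, 8 and 4 dropped. With Benjamini-Hochberg in place of Storey q and the same rounding they are 8, 48, 367 and 720, with 0, 11, 32 and 56 dropped.

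Several statements of the paper do not go with its own tables or with the values here. The text gives 339 genes for S1587-17 on day 1 and Table S3 holds 399 (402 here). It names Zm.11852.1.A1_a_at as changed in both lines on both days. Here its difference in Cat100-6 on day 1 was 1.77 (adjusted p = 0.141), called under only the arrays compared, array weights and both blocks. The stacked IDs above call all 8 genes of Table S1. The paper reports 4 callose genes as up-regulated on both days in S1587-17. Here Zm.14573.1.S1_at fell by 1.53 on day 1 (adjusted p = 1.9e-05) and Zm.16347.1.A1_at was called on day 1 only (1.46, adjusted p = 0.000564). Zm.5768.1.A1_at and Zm.12098.1.A1_at were called on day 3 only (1.58 and 1.55, adjusted p = 0.0354 and 0.0032). Array weights calls Zm.5768.1.A1_at on day 1, and no planned setting calls the other missing values. The paper reports Zm.255.1.A1_at as up-regulated in S1587-17, where its differences were 0.93 on either day, under the size threshold in all settings. The similar ID Zm.2551.1.A1_at, an auxin-induced protein pcnt115, was called higher there on day 3, so a misprinted ID is possible. The ID the paper gives for a glutathione peroxidase has no match among the probe sets measured.

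The paper describes 2 of the genes higher in Cat100-6 as induced to a lesser degree in S1587-17. Their interactions were not called: Zm.3371.1.A1_at had -0.52 (adjusted p = 0.644) and Zm.8742.1.A1_at -0.07 (adjusted p = 0.962), though both soil effects were larger in Cat100-6. Of the 6 genes it describes as induced in Cat100-6 alone, the interaction was called for 2, Zm.19227.1.S1_at (-1.94) and Zm.10017.1.A1_at (-1.56). The paper writes that most genes of a direction belong to named processes, from its Blast2GO analysis, which was not repeated here. Word patterns on the terms in Tables S3 and S4, grouped here, gave smaller shares. Of all 75 higher genes with a term on day 1, 6 name lipid metabolism, 7 oxidative stress and 5 the cell wall. Of 17 lower genes, 0 name chromatin and 4 the cell cycle. Of 169 higher genes on day 3, 13 name the cell wall, 13 oxidative stress and 3 anion transport. Of 44 lower genes, 7 name protein metabolism. The chromatin pattern matched 0 genes in each table and direction, so the gap may lie in the method. Table S5 holds 9 distinct probe sets of Cat100-6 and 40 of S1587-17, against 6 and 34 in the text.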

Other observations

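The lists of symbols were written after the annotation arrived and before any test, in place of the planned patterns; the gene IDs stacked as repeat measurements and the tests of merged IDs were chosen after the paper's tables were compared.

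In S1587-17 on day 3, 4 of 8 iron acquisition probe sets were called higher, 3 of them of nas1 (median 0.71, camera adjusted p = 0.0268, and adjusted p = 0.296 with an estimated correlation), among them nas1 (Zm.4166.1.A1_at, 4.15 ± 0.98, adjusted p = 0.00517), an enzyme of phytosiderophore synthesis, and ys1 (Zm.582.1.S1_at, 1.21 ± 0.19, adjusted p = 0.000279), a transporter of iron chelates; 3 ferritins had median -0.35 (adjusted p = 0.351). Of 10 tonoplast water channel probe sets 2 rose (median 0.23, adjusted p = 0.0125, and 0.334 with an estimated correlation). Of 16 plasma membrane water channel probe sets none was called by soil (median 0.48, adjusted p = 3.41e-05, and 0.283), though in acid soil 10, of which 4 are of PIP1-3, were lower in Cat100-6 than in S1587-17 on day 1 (median -1.48, adjusted p = 4.45e-09, and 0.646) and 3 on day 3 (median -0.43, adjusted p = 0.0377, and 0.807). Of 19 probe sets of cysteine proteases and inhibitors 3 rose, 2 of them of mir3 (median 0.63, adjusted p = 2.41e-05, and 0.283), and of 7 of defense 2 (median 0.41, adjusted p = 0.0125, and 0.283). Of 14 jasmonate probe sets 2 rose on each day in S1587-17, opr5 (Zm.7548.1.A1_at) by 3.28 ± 0.84 on day 3 (adjusted p = 0.00838).

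Other lists in S1587-17 on day 3 were 22 nitrate genes with 2 higher (median 0.10, adjusted p = 0.0594, and 0.445 with an estimated correlation) and 10 sucrose cleavage genes with 1 higher (0.13, adjusted p = 0.0575, and 0.296). These did not pass: 11 hypoxia genes with 2 higher (0.39, adjusted p = 0.141), 8 dehydrins with 1 lower (-0.45, adjusted p = 0.262), 14 photosynthesis genes with 1 lower (-0.14, adjusted p = 0.472), 25 seed proteins with 1 higher, the hemoglobin gene Hb, a member through its alias GLB1 (0.03, adjusted p = 0.384) and 2 root cap genes with none (0.06, adjusted p = 0.716). In 8 kinesins the median was -0.18, the mean 0.03 and the test upward (adjusted p = 0.662), in 21 cytokinin genes 0.02, -0.05 and upward (adjusted p = 0.507), and in 21 tubulins the median was 0.03 and the mean -0.01 with an upward test (adjusted p = 0.627). In Cat100-6 on day 3, 25 cell cycle genes had median -0.26 (adjusted p = 0.00027, and 0.342 with an estimated correlation) with none called. No list call in any comparison holds with an estimated correlation.

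Probe sets that share a stem of their ID appear in the tables as averages. Of 1242 table values, 35 lie more than 0.001 from a single probe set (1, 3, 11 and 20 in Tables S1 to S4, by up to 1.5), and all 35 match the average over the probe sets of that stem, with a largest gap of 5.5e-06. Stacking them as repeat measurements was tested as an explanation of the counts, with its prediction written after the tables were compared: with an ordinary t, Storey q, the AFFX probe sets out and a difference above 1 in both fits, stacked counts (8, 59, 391 and 772) lay nearer to the published ones than those of single probe sets (9, 68, 419 and 815) in 4 of 4 comparisons. With Benjamini-Hochberg they did so in 1 of 4, and averaged IDs with Storey q (8, 63, 398 and 785) lie nearer than stacked ones in 1, where 391 of the 398 are in the table. With the AFFX probe sets in and a difference that rounds to 1.00 or more, averaged IDs give 8, 64, 406 and 788, further from the published counts than stacked ones in 3 of 4 comparisons and with the same count in 1. The median ratio of the q values was 10.8 for Cat100-6 on day 1 and 1.01, 1.01 and 0.986 for the others.

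Soil effects of the lines on day 3 correlated at r = 0.524, and on day 1 at r = 0.414. Large mean line differences were also those of Zm.2570.1.S1_at (-7.89 ± 0.15) and Zm.16311.1.A1_at (7.67 ± 0.17).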
